# Bisphenol A Exposure Alters Developmental Gene Expression in the Fetal Rhesus Macaque Uterus

**DOI:** 10.1371/journal.pone.0085894

**Published:** 2014-01-23

**Authors:** Kathryn C. Calhoun, Elizabeth Padilla-Banks, Wendy N. Jefferson, Liwen Liu, Kevin E. Gerrish, Steven L. Young, Charles E. Wood, Patricia A. Hunt, Catherine A. VandeVoort, Carmen J. Williams

## Abstract

Bisphenol A (BPA) exposure results in numerous developmental and functional abnormalities in reproductive organs in rodent models, but limited data are available regarding BPA effects in the primate uterus. To determine if maternal oral BPA exposure affects fetal uterine development in a non-human primate model, pregnant rhesus macaques carrying female fetuses were exposed orally to 400 µg/kg BPA or vehicle control daily from gestation day (GD) 50–100 or GD100–165. Fetal uteri were collected at the completion of treatment (GD100 or GD165); tissue histology, cell proliferation, and expression of estrogen receptor alpha (ERα) and progesterone receptor (PR) were compared to that of controls. Gene expression analysis was conducted using rhesus macaque microarrays. There were no significant differences in histology or in the percentage of cells expressing the proliferation marker Ki-67, ERα, or PR in BPA-exposed uteri compared to controls at GD100 or GD165. Minimal differences in gene expression were observed between BPA-exposed and control GD100 uteri. However, at GD165, BPA-exposed uteri had significant differences in gene expression compared to controls. Several of the altered genes, including *HOXA13*, *WNT4*, and *WNT5A*, are critical for reproductive organ development and/or adult function. We conclude that second or third trimester BPA exposure does not significantly affect fetal uterus development based on morphological, proliferation, and steroid hormone receptor assessments. However, differences in expression of key developmental genes after third trimester exposure suggest that BPA could alter transcriptional signals influencing uterine function later in life.

## Introduction

The disruptive effects of inappropriate estrogenic chemical exposure on human female reproductive tract development are well established. A dramatic example is provided by the potent synthetic estrogen diethylstilbestrol, which leads to numerous structural and functional reproductive tract abnormalities as a consequence of prenatal exposure [1]. Although diethylstilbestrol is no longer used in pregnant women, there are concerns that environmental exposures to other estrogenic endocrine disrupting compounds could affect fetal reproductive tract development. Bisphenol A (BPA) is a widely used industrial chemical with estrogenic activity. As a component of polycarbonate plastics and epoxy resins, BPA is incorporated into food containers, cans, dental sealants, and thermal receipts. It leaches out of these parent compounds with heating and degradation and exposure is nearly ubiquitous in industrialized countries [2], [3], [4].

BPA binds nuclear estrogen receptors α (ERα) and β to modulate transcriptional activity, influences non-genomic estrogen-mediated signaling, and may affect both thyroid hormone and glucocorticoid signaling (reviewed in [3]). In animal models, BPA is an endocrine disrupting compound with regard to development and function of numerous tissues including the brain, mammary gland, ovary, and reproductive tract [3], [5]. Developmental exposure of rodents to BPA has lifelong consequences for reproductive function, including alterations in timing of puberty, altered estrous cyclicity, and increases in the expression of ERα and progesterone receptor (PR) in the uterus [3], [5]. Effects of BPA vary by stage of life at time of exposure, and differences in metabolism and tissue sensitivity may make the fetus more vulnerable to lower levels of BPA exposure [6]. In women, BPA levels in amniotic fluid are markedly higher than in maternal plasma, suggesting that the human fetus may have significant exposures during development [7].

There is little definitive information about the human health effects of BPA. Some epidemiologic studies suggest that BPA exposure may be associated with adverse health effects, including developmental outcomes; however, most of these studies have been case-control, cross-sectional, retrospective, and/or limited in size (reviewed in [4]). To help address concerns over human BPA exposure early in life, in this study a rhesus macaque animal model was used to examine the effects of prenatal exposure to BPA on the development of several tissues shown previously in rodent models to be affected by BPA. This model was used because rhesus macaques (*Macaca mulatta*) are similar to humans with regard to BPA metabolism, physiology and pharmacology [8] and share many features of reproductive organ physiology and development [9], [10]. Results for three of the tissues from this study, ovary, mammary gland, and brain, have been published [11], [12], [13]. The current report describes changes in fetal uterine histology and gene expression from mid to late gestation and the associated effects of oral maternal BPA exposure.

## Materials and Methods

### Ethics Statement

All animal protocols were approved prior to implementation by the Institutional Animal Care and Use Committee (IACUC) at the University of California, Davis, and all procedures conformed to the requirements of the Animal Welfare Act. Activities related to animal care including housing, feeding, and environmental enrichment were performed in accordance with IACUC-approved standard operating procedures (SOPs) at the California National

Primate Research Center (http://www.cnprc.ucdavis.edu). Briefly, animals were individually housed in stainless steel cages under a 12∶12 hr light-dark cycle at 25–27°C. They were fed Purina Monkey Chow and water ad lib; environmental enrichments included cereal, seeds, and seasonal produce. Fetuses were euthanized immediately after delivery and newborns within 24 hours of delivery in a manner consistent with the recommendations of the American Veterinary Medical Association (AVMA) Guidelines on Euthanasia and Primate Center SOPs (IV administration of pentobarbital overdose).

### Animals and treatments

The rhesus macaques used in these studies were the same cohort of macaques that received oral treatments described previously [11], [12], [13]. Briefly, healthy pregnant females carrying female fetuses were randomly allocated to one of two treatment groups that received a daily fruit treat containing either 400 µg/kg deuterated BPA (CDN Isotopes, Quebec, Canada) or vehicle (100 µl ethanol). The macaques were subdivided into two groups based on gestational timing. The “GD100” group (N = 5 BPA-treated, N = 5 control) was treated from gestational day (GD) 50–100; delivery was on GD100 by caesarian section. The “GD165” group (N = 6 BPA-treated, N = 6 control) was treated from GD100 until vaginal delivery at approximately GD165. After delivery, the fetal uterus was removed and cut sagitally from fundus to cervix; one side was fixed for histological evaluation, and the other half was frozen for analysis of gene expression. There were five idiopathic stillbirths (N = 2 control, N = 3 BPA-exposed) in the GD165 treatment group. Uteri from stillborn fetuses were not included in the microarray analyses.

### Total RNA isolation, microarray analysis, and real-time RT-PCR

Total RNA was isolated using the RNeasy Mini kit (Qiagen, Valencia, CA). Gene expression analysis was conducted on RNA from individual uterus samples using rhesus macaque gene expression microarrays (V1:015421; Agilent Technologies, Santa Clara, CA) following the Agilent 1-color analysis protocol. Data were obtained using Agilent Feature Extraction software (v9.5; 1-color defaults), which performed error modeling, adjusting for additive and multiplicative noise. An error-weighted ANOVA and Benjamini-Hochberg multiple test correction with p-value<0.01 was performed using Rosetta Resolver® (Rosetta Biosoftware, Kirkland, WA) to identify differentially expressed probes. Additional analyses were performed using Partek Genomics Suite (Partek Inc., St. Louis, MO) to create principal component analyses and hierarchical clustering plots. Pathway and network-based analyses were performed on differentially expressed probes using IPA 9.0 (Ingenuity Systems, Redwood City, CA). Analyses were performed for each comparison on a dataset restricted to differentially expressed probes having a 2.0-fold (controls, GD100 vs. GD165) or a 1.3-fold (GD165; BPA vs. control) change cutoff to achieve suitable numbers of probes for the analyses. The microarray data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus, accession no. GSE38421.

For real time RT-PCR, first strand cDNA was generated from 1 µg total RNA. Primers were designed across exon junctions using Primer3Web 0.4.0 [14] based on rhesus macaque sequences (Table S1). Real time RT-PCR was performed on 20 ng cDNA using SYBR® Green–based detection on an ABI 7200 HT detector (Applied Biosystems, Foster City, CA) as described previously [15]. Relative gene expression was calculated using the ΔΔC_t_ method with cyclophilin A (*Ppia*) expression for normalization [16].

### Histology and immunohistochemistry

Fixed uterine tissues were paraffin embedded, sectioned at 6 µm, stained with hematoxylin and eosin and examined by a board-certified pathologist for histologic changes. For immunohistochemistry, epitope retrieval was performed using 10 mM citrate buffer, pH 6.0 in a pressure cooker. Endogenous peroxidase was quenched with 3% hydrogen peroxide and sections were blocked using 10% horse serum followed by avidin/biotin blocking reagent (Vector Laboratories, Burlingame, CA). The following primary monoclonal antibodies and dilutions were used: anti-ER (1∶100; clone ER1D5; Beckman Coulter, Brea, CA); anti-Ki-67 (1∶100; clone MIB-1; DakoCytomation, Carpenteria, CA); anti-PR (1∶50; GeneTex, Irvine, CA), and anti-beta-catenin (1∶100; BD Transduction Laboratories, San Jose, CA). For all antibodies, the same dilution of mouse IgG_1_ (BD Pharmingen, San Diego, CA) was used as an isotype control. Secondary antibody was from the Vectastain Elite kit (Vector Laboratories) and diaminobenzamine was used as the chromogen. Sections were counterstained with hematoxylin.

### Quantitation of immunostaining

Slides were scanned and viewed using the Aperio® Scanscope XT Digital Slide Scanner and ImageScope software (Aperio Technologies, Vista, CA). Five regions per slide of luminal epithelium 100 microns in length were selected near the uterine fundus for epithelial cell counts. Five regions per slide of 100 square µm were selected for stromal cell counts. Image analysis was performed by an observer blinded to treatment status using Aperio® IHC Nuclear Algorithm v. 8.001, which measures the area, number of positive-stained nuclei, number of counter-stained nuclei, and the total number of nuclei. For each animal, the percentage of positive nuclei was calculated as the average of the five field measurements in the epithelial or stromal regions. The data were analyzed with Prism 6.0 software (GraphPad, La Jolla, CA) using the Kruskal-Wallis test and Dunn's multiple comparison test with a significance level set at p<0.05. Because there was no difference in the percentage of positive nuclei in the epithelial and stromal compartments for any of the antibodies, the data were combined for presentation.

## Results

The dams included in this study were given an oral dose of BPA that resulted in average serum concentrations of unconjugated biologically active BPA of ∼0.3–0.5 ng/ml [12], which is similar to levels found in human adults and fetuses [2], [3]. Control macaques had negligible serum BPA concentrations. There were no significant differences between treatment groups in the body weights of the mothers or fetuses at the time of delivery [12].

### Histological analysis

Uteri from GD100 fetuses had well-developed myometrium, endometrial stroma and luminal columnar epithelium (Fig. 1A–D). Bud formation and rudimentary tubules were evident within the superficial endometrial epithelium, but no tubular branching or mature endometrial glands were observed (Table 1). No gross or histologic uterine lesions were identified. Minimal to marked cytoplasmic vacuolization, predominantly subnuclear in location, was present in uterine epithelial cells in all animals, similar to that reported previously in cynomolgus macaques (*Macaca fascicularis*) [9]. There were no differences in the gross or microscopic appearance of the uteri between control and BPA-exposed animals, including blinded qualitative assessments of epithelial cell height and extent of subnuclear vacuolization. There were also no significant differences in the cellular distribution or nuclear staining patterns for ERα, PR, or the proliferation marker Ki-67 between GD100 control and BPA-exposure groups (Fig. 1E–J).

**Figure 1:**
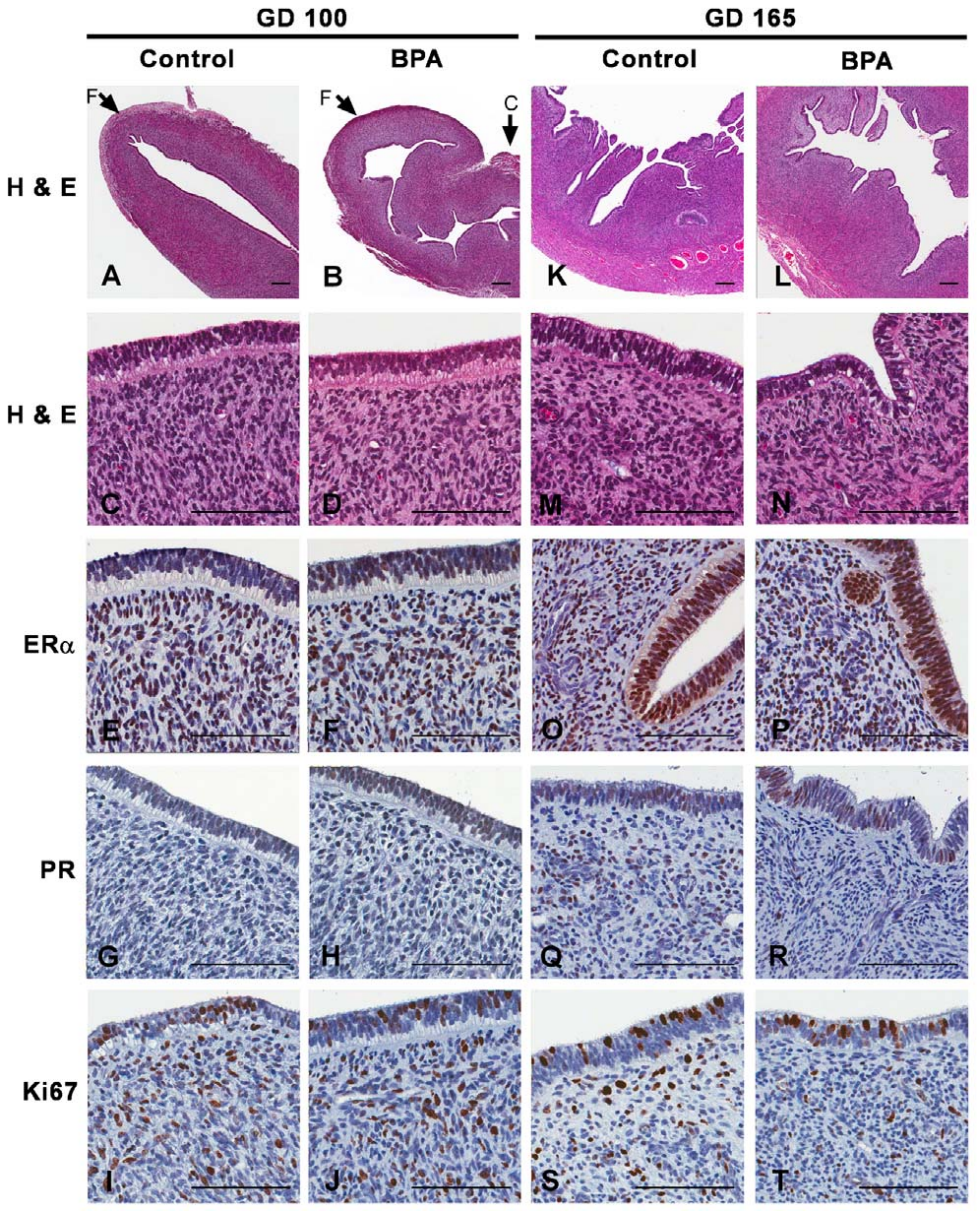
Histology and ERα, PR, and Ki-67 immunolabeling of uteri from control and BPA-treated macaques at GD100 and GD165. Treatment group and staining method or antibody are indicated. In panels A and B, “F” indicates uterine fundus and “C” indicates uterine cervix. Scale bars = 100 µm.

**Table 1:** Summary of histological findings in the uterus.

Microscopic Findings	GD100 control	GD100 BPA	GD165 control	GD165 BPA
Number of animals examined	5	5	6	6
No tubulogenesis observed (# animals)	2	0	0	0
Bud formation (# animals)	3	5	6	6
Rudimentary tubulogenesis (# animals)	2	2	6	6
Branching (# animals)	0	0	6	6
Extent of tubulogenesis grade^a^ (range)	0–2	1–2	4–5	4–5
Extent of tubulogenesis grade^a^ (average ± SE)	1.0±0.4	1.4±0.2	4.2±0.2	4.7±0.2
Luminal epithelial cell height (µm; range)	24.5–38.7	20.4–40.4	23.6–32.1	27.2–31.8
Luminal epithelial cell height (µm; average ± SE)	30.5±2.9	30.4±3.5	28.7±1.3	29.4±0.8
Subnuclear vacuolization grade^b^ (range)	1–4	1–3	1–5	1–4
Subnuclear vacuolization grade^b^ (average ± SE)	2.6±0.5	2.4±0.4	2.3±0.6	2.5±0.7

a Grades for extent of tubulogenesis: 0 = none present; 1 = bud formation only; 2 = buds and initial tubules, no branching; 3 = tubules predominant, no branching; 4 = tubules predominant, a few branches present; 5 = branching prominent.

b Grades for extent of epithelial subnuclear vacuolization: 0 = No vacuolization present; 1 = Minimal vacuolization (≤10% of cells); 2 = Mild vacuolization (11–25% of cells); 3 = Moderate vacuolization (26–50% of cells); 4 = Marked vacuolization (51–75% of cells); 5 = Severe vacuolization (>75% of cells).

Uteri from GD165 fetuses also showed well-developed myometrial and endometrial stromal and columnar epithelial layers (Fig. 1K–N). The major difference at this gestational age was more advanced glandular morphogenesis indicated by the presence of increased luminal epithelial invaginations and tubular epithelial structures within the endometrial stroma; tubular branching was observed in all GD165 uteri. Tubular development, epithelial cell height, and subnuclear vacuolization scores did not differ between treatment groups. Nuclear ERα, PR, and Ki-67 staining was present in both epithelial and stromal compartments (Fig. 1O–T).

Quantitative analysis demonstrated no significant differences in the percentage of cells with positive staining for ERα, PR, or Ki-67 when comparing BPA-exposed to control uteri at either developmental time point (Fig. 2). Staining for ERα was present in ∼50% of nuclei in both epithelial and stromal compartments at both time points. Less than 5% of nuclei in either compartment stained for PR at GD100. In controls animals, PR staining increased to ∼15% at GD165; the increase in PR staining in BPA-exposed animals did not reach statistical significance. About 20% of the cells in all groups showed evidence of proliferative activity based on positive Ki-67 staining. At both GD100 and GD165, significantly fewer cells were positive for PR compared to ERα across both treatment groups (Fig. 2).

**Figure 2:**
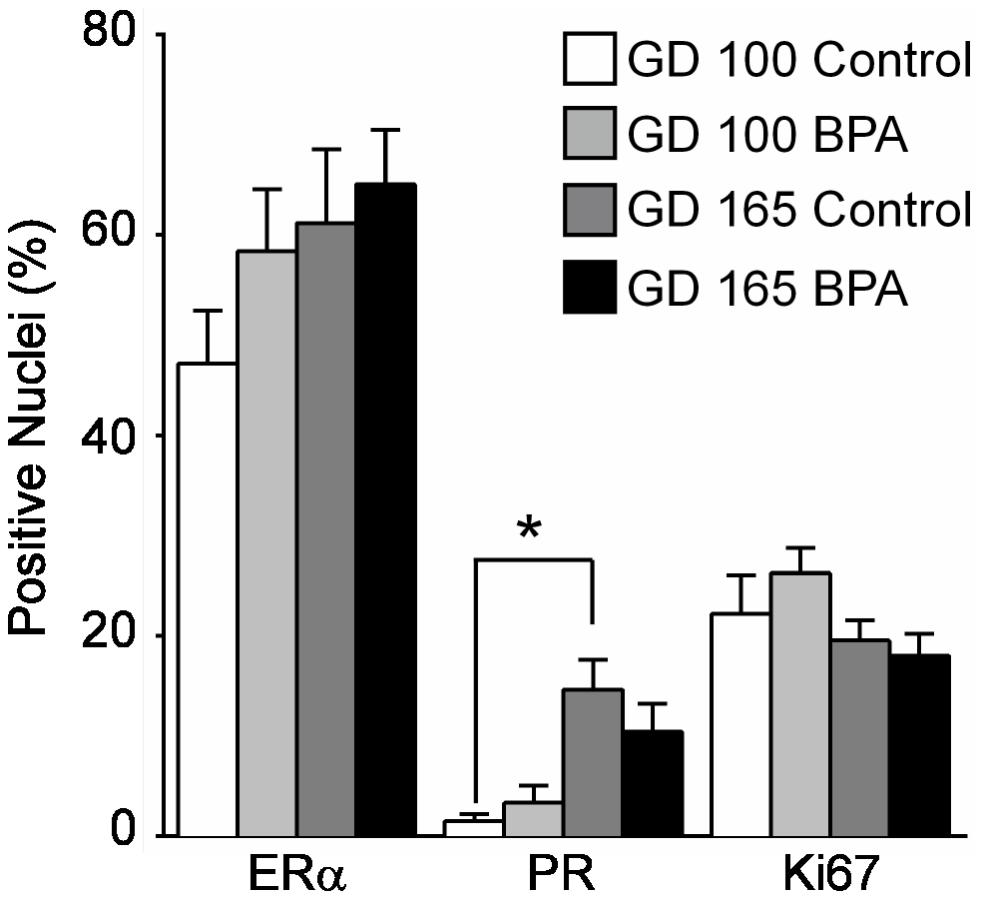
Comparison of ERα, PR, and Ki-67 labeling indices at GD100 and GD165. Graph indicates mean ± SEM of combined epithelial and stromal staining for each antibody. Single asterisk, p<0.05.

### Microarray analysis: Comparison of GD100 to GD165 control animals

Uterine gene expression profiles showed marked differences in control animals based on developmental stage. 

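RNA from each fetal uterus was labeled with Cy3 and hybridized to its own array, an Agilent rhesus macaque design on which each of 20217 probes is spotted 2 times. There were 17 arrays on 6 slides, and the effect of age was measured between 5 GD100 controls and 4 GD165 controls. The number of arrays limits the precision of each value. The authors deposited the signal of each spot as the scanning software wrote it, a linear intensity after background subtraction and detrending, without scaling between arrays. Here the log2 signals of the spots of a probe were averaged, spots that the software marked as outliers were left out, and each array was scaled to the same 75th percentile, which lies at 12.62 on the log2 scale used for levels. limma was fitted to all 17 arrays in 4 groups, with a two-sided test of each probe and a threshold of 0.01 on the Benjamini-Hochberg adjusted p, the threshold named in the paper's methods. The error-weighted test of those methods was not repeated, and limma takes its error from the spread between animals. The 5 GD100 control arrays had a median of 86.6% of spots well above background and a median signal to background ratio of 18.3, and the 4 GD165 control arrays 87.3% and 20.3. In simulated data with the spread of these arrays, the test recovered 24% of 200 probes changed 1.5-fold, 64% of those changed 2-fold and 88.5% of those changed 4-fold. A gene with several probes is given by the probe with the highest mean signal.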

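Over all 20217 probes, the first principal component held 40.8% of the variance among the 9 control arrays. Scores on it were 45.9 ± 15.7 (SD, n = 4) at GD165 and −36.7 ± 5.34 (SD, n = 5) at GD100, and the groups did not overlap (exact permutation test over 126 regroupings, two-sided p = 0.00794, the smallest p that 4 arrays against 5 allow). The second component held 13.5%, and on it the groups overlapped (exact permutation test, two-sided p = 0.865). Age accounted for 39.1% of the total variance. With the 16370 probes that were well above background on every array, the first component held 47.6%.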

Principal component analysis demonstrated clear separation between GD100 and GD165 animals (Fig. 3A). 

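In limma's test between GD165 and GD100 controls, 2328 of the 20217 probes passed the adjusted p of 0.01, of which 1277 were higher and 1051 lower at GD165. Of the 2328 probes, 1764 changed at least 1.5-fold and 913 at least 2-fold. At an adjusted p of 0.05 the count was 4279, and at an unadjusted p of 0.05 it was 6687. The share of called probes that were higher at GD165 was 54.9%, and 46.2% when arrays were scaled to their medians. In 3923 probes (19.4%) the levels of the groups did not overlap, where chance gives 1.59%. The count rose most, to 9970, in a z test whose error came from the scanning software's error model without the spread between animals. It was 1172 when the fit held the compared groups only, and 1111 of those probes were shared with the 2328. Without GD165 control replicate 6, 1512 probes passed.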

Of the 20,217 probes on the array, 3645 probes were significantly different after correction for multiple testing; of these, 406 were altered at least 2-fold. 

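Average-linkage clustering on the 2328 probes, with 1 minus Pearson's correlation as the distance, placed the 4 GD165 controls in one branch and the 5 GD100 controls in the other. The same branches formed with all 20217 probes, which were not chosen by the comparison. The first component of the 2328 probes held 81.9% of their variance. Across all probes, which are not independent replicates, Pearson's r was 0.990 to 0.994 between pairs of GD100 controls, 0.987 to 0.991 between pairs of GD165 controls and 0.977 to 0.988 between a GD100 and a GD165 control.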

Hierarchical clustering was performed after filtering the data for significantly different probes; this analysis indicated clear differences in gene expression between uteri of macaques at different gestational ages and low inter-individual variability within each control group (Fig. 3B). A list of the most highly up- and down-regulated genes was generated (Table 2). Both up- and down-regulated probes from the microarray expression data were validated by real time RT-PCR (Table S1).

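Of the 20 genes of Table 2, 16 were matched to a probe by the gene names of the array's annotation; FAM180A, KLF9, FDCSP and CABS1 were not analysed here. The 16 genes divided into 8 higher and 8 lower at GD165, and in each the 4 GD165 and 5 GD100 controls did not overlap, where chance gives 1.59%. In limma's test 14 passed the adjusted p of 0.01, CKM (adjusted p = 0.0112) and MYL1 (adjusted p = 0.0207) did not, and 16 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. AMBN had a level of 5.24 ± 1.01 (SD, n = 4) at GD165 and 11.35 ± 0.46 (SD, n = 5) at GD100, a log2 fold change of −6.10 (standard error 0.53, adjusted p = 8.5e-06). Next among the falls were PCDH8 at −4.60 (standard error 0.75, adjusted p = 5.4e-04) and LRRTM3 at −3.19 (standard error 0.32, adjusted p = 1.6e-05). The log2 fold changes of TEX15, CSMD3 and OIT3 were −2.96, −2.82 and −2.45. At GD165 several of these probes were close to background, with AMBN, TEX15 and OIT3 well above it on 3 of 4 arrays, and PCDH8 and CSMD3 on 2. CKM, CLDN10, MYL1 and CAPN13 were not well above background on any GD100 control array, and CRYGC on any GD165 control array, so their folds were computed against the lowest signal of a probe well above background on each array. On that floor, GD165 levels were at least 21.2-fold higher for CKM, 13.9-fold for CLDN10, 34.9-fold for MYL1 and 9.80-fold for CAPN13, and CRYGC was at least 5.21-fold lower. With one animal left out, the bound ranged from 7.85 to 51.5 for CKM and from 12.3 to 70.9 for MYL1, both lowest without GD165 control replicate 5. SLN rose by 5.93 on the log2 scale (standard error 1.34, adjusted p = 0.0054) and was well above background on 1 of the 5 GD100 arrays. By the rule for naming genes, ACTA1 at 5.14 (standard error 1.22, adjusted p = 0.0073) and the probe annotated NYD-SP26 at −3.26 (standard error 0.46, adjusted p = 1.9e-04) are also given; older gene names such as this were not equated with the names in Table 2. With one animal left out, the adjusted p rose above 0.01 in at least 1 setting for CRYGC (highest 0.0185), SLN (0.0174) and ACTA1 (0.0199), and ACTA1 dropped to 3.88 and SLN to 4.78 without GD165 control replicate 5.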

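On the arrays, 8 of the 10 genes of Table S1 for this comparison were matched by name, and KLF9 and NKAIN4 were not analysed here. All 8 passed the adjusted p of 0.01, with 4 higher and 4 lower at GD165, and 8 passed when adjusted over the list alone, a list that the study chose on these arrays. ZBTB16 had a level of 13.68 ± 0.58 (SD, n = 4) at GD165 and 10.65 ± 0.27 (SD, n = 5) at GD100, a log2 fold change of 3.04 (standard error 0.42, limma adjusted p = 1.6e-04) or 8.22-fold. NNMT rose 10.9-fold (log2 3.44, standard error 0.46, adjusted p = 1.2e-04) and WIF1 rose 5.08-fold (log2 2.34, standard error 0.23, adjusted p = 1.4e-05). The log2 fold changes of GAS2, LIX1 and FBN3 were −1.93, −2.22 and −2.30. In 7 of the 8 genes the groups did not overlap. SULT1E1 was the exception, with a log2 fold change of −2.53 (standard error 0.56, adjusted p = 0.0048; exact permutation test, two-sided p = 0.0238). GD100 control replicate 1 was at 13.77 and the other 4 GD100 controls were between 15.55 and 15.98. With one animal left out, the adjusted p of SULT1E1 ranged from 0.00132 to 0.0207.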

**Figure 3:**
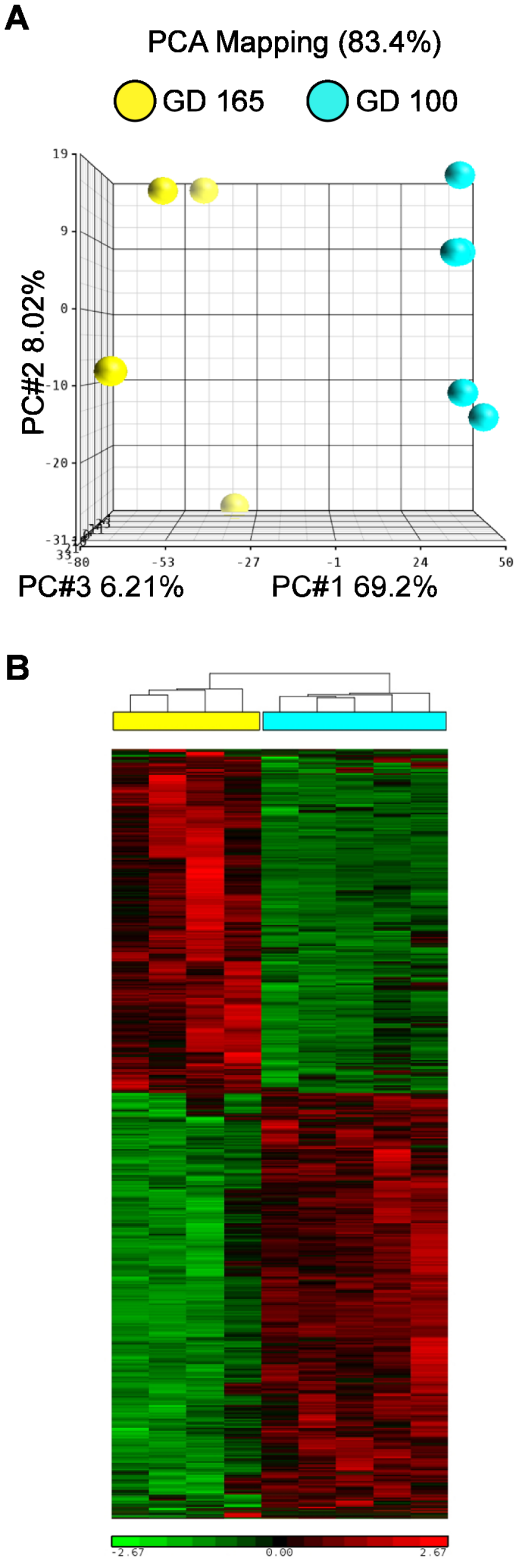
Microarray analysis of uteri from control macaques at GD100 and GD165. A. Principal component analysis. B. Hierarchical analysis. GD100 marked in cyan, GD165 marked in yellow. BPA treatment group marked in cyan; control group marked in yellow. Scale bars represent standardized signal intensity.

**Table 2:** Most highly up- and down-regulated genes in uteri from GD165 compared to GD100^a^.

Gene	Gene description	Microarray Fold Change (GD165/GD100)	p-value
*HBB*	hemoglobin, beta	61.74	9.28E-08
*CKM*	creatine kinase M-type (Creatine kinase, M chain) (M-CK)	33.71	6.74E-03
*CLDN10*	claudin 10	21.96	3.27E-06
*FAM180A*	family with sequence similarity 180, member A	19.77	1.00E-05
*MYH8*	myosin, heavy chain 8, skeletal muscle, perinatal	19.27	4.64E-08
*SLN*	sarcolipin	18.39	1.90E-04
*KLF9*	Kruppel-like factor 9	17.27	9.30E-15
*MYL1*	myosin, light chain 1, alkali; skeletal, fast	16.74	1.09E-03
*CAPN13*	calpain 13	16.20	1.18E-03
*MYH2*	myosin, heavy chain 2, skeletal muscle, adult	14.25	1.57E-09
*FDCSP*	follicular dendritic cell secreted protein	−5.67	9.30E-15
*OIT3*	oncoprotein induced transcript 3	−5.82	2.70E-13
*CSMD3*	CUB and Sushi multiple domains 3	−5.87	2.80E-08
*TEX15*	testis expressed 15	−6.38	7.82E-09
*GABRA1*	gamma-aminobutyric acid (GABA) A receptor, alpha 1	−7.78	4.05E-03
*LRRTM3*	leucine rich repeat transmembrane neuronal 3	−7.94	2.60E-04
*CRYGC*	crystallin, gamma C	−7.94	1.83E-12
*CABS1*	calcium-binding protein, spermatid-specific 1	−8.14	7.27E-10
*PCDH8*	protocadherin 8	−9.86	1.30E-04
*AMBN*	ameloblastin (enamel matrix protein)	−54.78	1.05E-13

a List filtered to keep only the genes with an average microarray intensity value ≥50 in either group.

Ingenuity Core analysis identified several gene networks with significant alterations. The biological functions in the highest scoring network related to the cell cycle and cell division, including aurora kinase B, several centromere proteins, and alpha tubulin isoforms; most of the genes in this network were downregulated (Fig. 4A). 

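AURKB, which encodes aurora kinase B, had a level of 12.44 ± 0.31 (SD, n = 4) at GD165 and 13.74 ± 0.08 (SD, n = 5) at GD100, a log2 fold change of −1.30 (standard error 0.14, limma adjusted p = 2.2e-05). The centromere protein genes CENPA, CENPE and CENPF had log2 fold changes of −1.17, −1.23 and −1.27, and all 3 passed the adjusted p of 0.01. In a list of 50 cell cycle genes, 50 were lower at GD165, with a median log2 fold change of −1.25. Of these, 49 passed the threshold over all probes and 49 when adjusted over the list alone. MCM6 did not (log2 fold change −0.24, adjusted p = 0.798). As a set, the list had an adjusted p of 9.0e-40 over 11 lists in limma's camera test with a preset correlation between genes of 0.01. The rotation test fry gave 5.4e-07. The alternative that moved this adjusted p most was camera with a correlation estimated from the arrays, at 0.0423. Of the 7 lists that camera called between the ages (cell cycle, MHC, leukocyte, skeletal muscle, smooth muscle, squamous epithelium and glucocorticoid response), all were called by fry, and the cell cycle and MHC lists were called with the estimated correlation.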

The second network included a hub with several very highly upregulated myosin genes (Fig. 4B). 

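MYH8 had a level of 10.56 ± 2.50 (SD, n = 4) at GD165 and 4.59 ± 0.29 (SD, n = 5) at GD100, a log2 fold change of 5.98 (standard error 1.41, limma adjusted p = 0.0070). The 4 GD165 controls were at 7.46, 10.54, 10.69 and 13.57, and 3 of the 5 GD100 controls were well above background. Without GD165 control replicate 5, the animal at 13.57, the log2 fold change of MYH8 was 4.98, and over the animals left out in turn its adjusted p ranged from 0.0036 to 0.0239. MYH2 had 11.49 ± 0.42 (SD, n = 4) at GD165 and 7.15 ± 1.12 (SD, n = 5) at GD100, a log2 fold change of 4.35 (standard error 0.56, adjusted p = 9.8e-05). MYH3 was at 4.28 (standard error 1.24, adjusted p = 0.0227), short of the threshold of 0.01. In a list of 30 skeletal muscle genes, which holds 5 genes of Table 2, 24 were higher at GD165 with a median log2 fold change of 1.29. Of the 30, 9 passed the threshold, 8 of them higher, and 13 passed when adjusted over the list alone. The set had a camera adjusted p of 1.1e-04, 0.0117 under fry and 0.299 with the estimated correlation. Its median was 0.66 without GD165 control replicate 5.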

A third network of note centered almost completely on tumor necrosis factor (*TNF*) as a hub (Fig. 4C). *TNF* itself was upregulated almost 3-fold, and the majority of the remaining genes, including many major histocompatibility complex (MHC) genes, were upregulated at least that much.

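TNF had a level of 8.52 ± 0.60 (SD, n = 4) at GD165 and 6.70 ± 0.33 (SD, n = 5) at GD100, a 3.54-fold increase (log2 1.82, standard error 0.30, limma adjusted p = 5.9e-04). All 18 MHC genes on the array were higher at GD165, with log2 fold changes from 0.22 to 3.67 and a median of 1.41; the median ranged from 1.27 to 1.67 over the alternatives. Of the 18, 9 passed the adjusted p of 0.01 over all probes and 11 when adjusted over the list alone, and 8 rose at least 3-fold. HLA-DQA1 rose most, from 5.89 ± 0.86 (SD, n = 5) to 9.56 ± 0.78 (SD, n = 4), with an adjusted p of 1.3e-04. As a set, the MHC genes had a camera adjusted p of 1.3e-08.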

**Figure 4:**
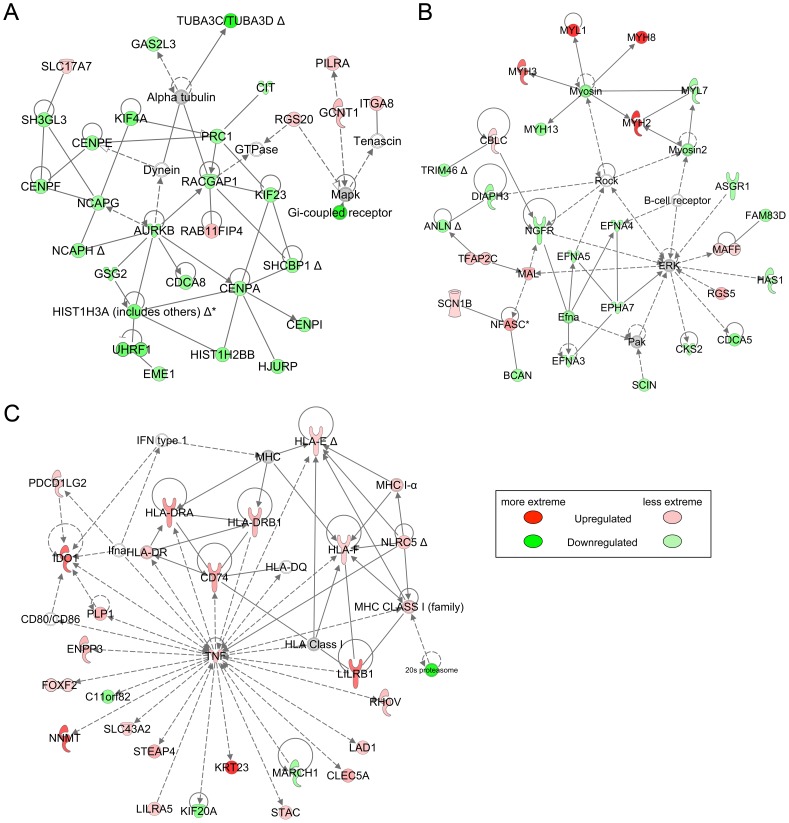
Top Ingenuity networks identified in Control GD100 vs. GD165 comparison. A. Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair (score = 40, 29 focus molecules, p value of top functions = 2.78E-08). B. Developmental Disorder, Neurological Disease, Organismal Injury and Abnormalities (score = 38, 28 focus molecules, p value of top functions = 2.09E-04). C. Inflammatory, Neurological, and Immunological Diseases (score = 32, 25 focus molecules, p value of top functions = 1.71E-05).

The biological functions for which the predicted activation state was significantly increased or decreased in the Ingenuity analysis are shown in Table S2. 

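A list of 34 leukocyte genes that holds none of the MHC genes, and a list of 24 erythroid genes, were compared between GD165 and GD100 controls. Of the leukocyte genes, 32 were higher at GD165 and 2 lower, with a median log2 fold change of 0.56 (camera adjusted p = 7.5e-07, fry 0.00227, estimated correlation 0.213). LYZ, with a log2 fold change of 1.99 (standard error 0.26, limma adjusted p = 1.0e-04), and CD74, with 2.14 (standard error 0.36, adjusted p = 6.6e-04), were among 6 that passed the threshold of 0.01; 8 passed when adjusted over the list alone. Of the erythroid genes, 8 were higher and 16 lower at GD165, with a median of −0.15 (camera adjusted p = 0.299), and 2 passed, HBB higher and TRIM10 lower. The alpha globin probe HBA2 was at 18.46 ± 0.89 (SD, n = 4) at GD165 and 18.42 ± 0.31 (SD, n = 5) at GD100, and was saturated on 2 of the 17 arrays.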

Based on the corresponding annotations in this table, the vast majority of the increased activation state functions can be explained by increases in hematopoietic cells in the uterus late in gestation. This finding is consistent with hemoglobin B being by far the most highly upregulated gene in the GD165 group (Table 2) and also with the upregulation of a large number of MHC genes in the *TNF*-centered network (Fig. 4C). 

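HBB had a level of 18.53 ± 0.77 (SD, n = 4) at GD165 and 12.07 ± 0.92 (SD, n = 5) at GD100, a log2 fold change of 6.46 (standard error 0.74, limma adjusted p = 4.0e-05) or 87.9-fold. No array was saturated at this probe. The log2 fold change stayed between 6.23 and 6.74 with one animal left out, and the 2 groups did not overlap (exact permutation test, two-sided p = 0.00794). From the annotations, the paper proposes that more hematopoietic cells late in gestation can explain most of the increased functions, and sets HBB and the MHC genes of the network around TNF beside this.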

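The mean of the 50 cell cycle genes on each array, each gene centered on its mean over the 17 arrays, gives a score per animal. It was −0.75 ± 0.25 (SD, n = 4) in GD165 controls and 0.48 ± 0.07 (SD, n = 5) in GD100 controls, without overlap (exact permutation test over 126 regroupings, two-sided p = 0.00794). GD165 control replicate 5 had the highest cell cycle score at GD165, −0.37, against −0.88 to −0.87 in the other 3. The median log2 fold change of the cell cycle list stayed between −1.38 and −1.19 with one animal left out.

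**Figure D1:**
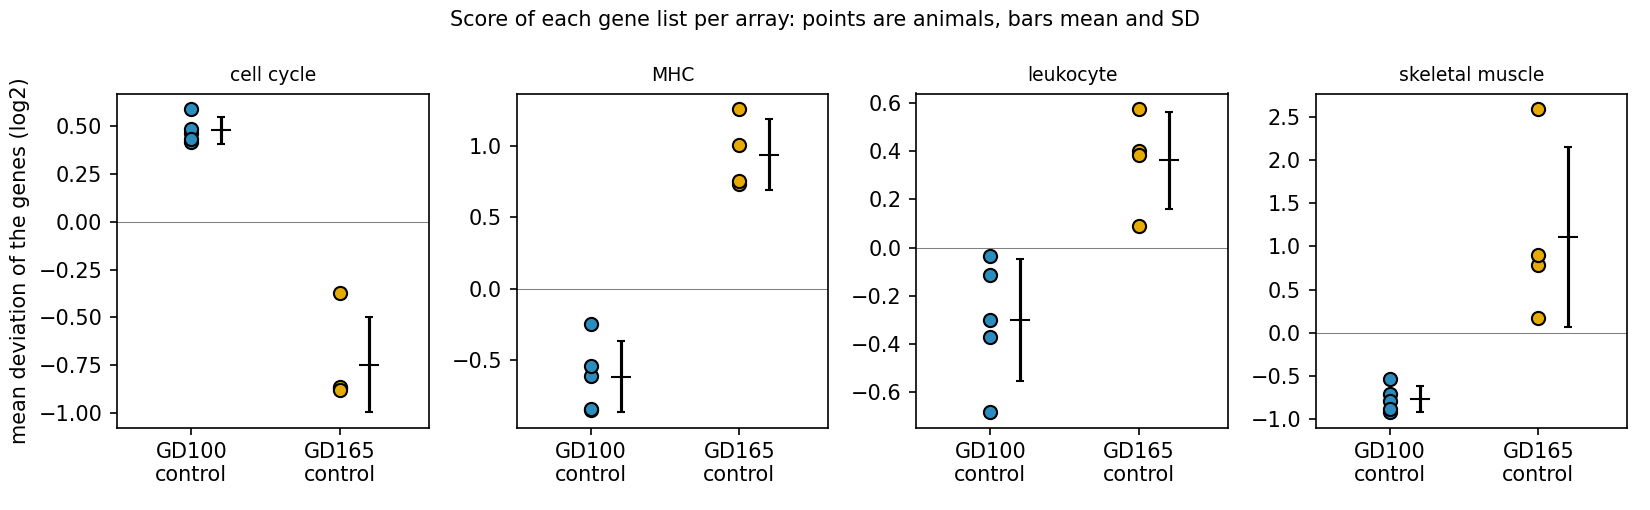
Scores per animal in log2 units for the cell cycle, MHC, leukocyte and skeletal muscle lists in GD100 controls (n = 5) and GD165 controls (n = 4). Points are animals and bars give the mean and SD; the cell cycle score is lower in all 4 GD165 controls, and in the skeletal muscle panel GD165 control replicate 5 lies highest, at 2.60.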

The decreased activation state functions mainly related to the cell cycle, and are reflected in the downregulation of cell cycle genes shown in the top-scoring network (Fig. 4A). 

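The paper's Table S3 gives the predicted activation of regulators; here the levels of the regulator genes themselves were compared between the 4 GD165 and 5 GD100 controls. E2F1 had a log2 fold change of −1.18 (standard error 0.18, limma adjusted p = 2.8e-04) and E2F2 of −1.33 (standard error 0.14, adjusted p = 1.9e-05). E2F3 was at −0.29 (standard error 0.12, adjusted p = 0.10). CCND1 was at 0.18 (standard error 0.11, adjusted p = 0.31), with levels of 16.92 ± 0.07 (SD, n = 4) and 16.74 ± 0.24 (SD, n = 5). RB1 was at −0.080 (standard error 0.069, adjusted p = 0.46). CEBPA was at 0.92 (standard error 0.27, adjusted p = 0.024), which became 1.17 (adjusted p = 0.0043) without GD165 control replicate 5; over the animals left out its adjusted p ranged up to 0.0806.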

The upstream regulators identified by the Ingenuity analysis included cell cycle-related genes that were mainly downregulated if they generally function to promote cell division, e.g., *CCND1* and the *E2F* genes, and upregulated if they inhibit cell cycle progression, e.g., *RB1*, *CEBPA*, and *TP53* (Table S3). Indeed, one of the most highly upregulated genes, Kruppel-like factor 9 (*KLF9*) (Table 2), encodes a PR-interacting protein that modulates expression of genes important in cell cycle control [17].

### Microarray analysis: Comparison of BPA-exposed to control animals

Gene expression differences between uteri of the GD100 BPA-exposed and control fetuses were minimal. 

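At GD100, 5 fetuses of dams given 400 µg BPA per kg per day from day 50 were compared with 5 controls, 1 array each, in the limma fit to all 17 arrays. The median signal to background ratio was 19.2 on the BPA arrays and 18.3 on the control arrays, and the BPA arrays had a median of 87.3% of spots well above background. Data were also simulated with each probe's spread pooled over the 4 groups. There the test recovered 28% of 200 probes changed 1.5-fold, 59% of those changed 2-fold and 93.5% of those changed 4-fold. None of the 11 gene lists passed a camera adjusted p of 0.05. The erythroid list came closest, with 21 of 24 genes higher in BPA-exposed fetuses and a median log2 fold change of 0.22 (adjusted p = 0.070).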

Principal component analysis of these two groups demonstrated very little segregation by treatment; this finding was confirmed by hierarchical cluster analysis (data not shown). 

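Over all 20217 probes, the first component held 26.1% of the variance among the 10 GD100 arrays. Scores were 10.0 ± 37.0 (SD, n = 5) in BPA-exposed fetuses and −10.0 ± 14.4 (SD, n = 5) in controls (exact permutation test over 252 regroupings, two-sided p = 0.381). Treatment accounted for 10.9% of the variance (exact permutation test, p = 0.540). Clustering on all probes gave a branch of 4 arrays and one of 6 that did not follow treatment. With 16430 probes well above background on all 10 arrays, the first component held 22.2%.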

There were only 84 differentially expressed genes identified; of these, only 5 were altered more than 2-fold. 

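No probe of the 20217 (0) passed limma's adjusted p of 0.01 at GD100, and the smallest adjusted p was 0.578. At an unadjusted p of 0.05, 767 probes passed. The test with the scanning software's error model alone called 3653, of which 2242 were higher and 1411 lower in BPA-exposed fetuses and 316 changed at least 2-fold. With only the compared groups in the fit, 1 probe passed, annotated COX7C, a gene named after its value was seen; its log2 fold change was −0.97, with an adjusted p of 8.5e-04 that ranged from 1.1e-48 to 1.00 over the alternatives. In 158 probes (0.782%) the groups did not overlap, where chance gives 0.794%. From the small number of probes and the little segregation, the authors did not compare these groups further.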

Based on these observations, further comparison of the microarray data between these groups was not carried out.

In contrast to the findings at GD100, there were significant differences in gene expression when comparing the GD165 control and BPA-exposure groups. 

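At GD165, 3 fetuses of dams given BPA from day 100 were compared with 4 controls. The BPA arrays had a median of 86.5% of spots well above background and a median signal to background ratio of 23.8, against 20.3 in the controls. In simulated data, limma's test recovered 17% of 200 probes changed 1.5-fold, 50.5% of those changed 2-fold and 87.5% of those changed 4-fold in this comparison. An exact permutation test of 3 arrays against 4 has 35 regroupings. The difference between the BPA effects at GD165 and GD100 was tested as an interaction in the same fit, where 0 probes passed limma's adjusted p of 0.01 and the smallest was 0.269. At an unadjusted p of 0.05, 1584 probes passed this interaction, and 5115 were called with the scanning software's error model alone. Without GD165 BPA replicate 4, 1 probe passed, annotated COX7C and named after its value was seen (log2 difference 1.95, adjusted p = 2.5e-04; over the alternatives up to 0.835). The interaction test recovered 32% of 200 simulated probes with a 2-fold difference.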

Principal component analysis demonstrated segregation by treatment group (Fig. 5A). 

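The first component over all 20217 probes held 25.9% of the variance among the 7 GD165 arrays, with scores of 21.0 ± 29.3 (SD, n = 3) in BPA-exposed fetuses and −15.8 ± 26.9 (SD, n = 4) in controls. The groups overlapped on it (exact permutation test, two-sided p = 0.143) and on the second component, which held 21.2% (exact permutation test, p = 0.914). On the first component the slide 5 arrays were positive: BPA replicates 3 and 4 at 36.5 and 39.4, and control replicate 1 at 19.0. On other slides, BPA replicate 5 was at −12.8, and control replicates 3, 5 and 6 at −8.52, −40.7 and −32.8. This component therefore cannot separate treatment from slide. Treatment accounted for 19.2% of the variance (exact permutation test, p = 0.143). With 16549 probes well above background on all 7 arrays, the first component held 25.1%.

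**Figure D2:**
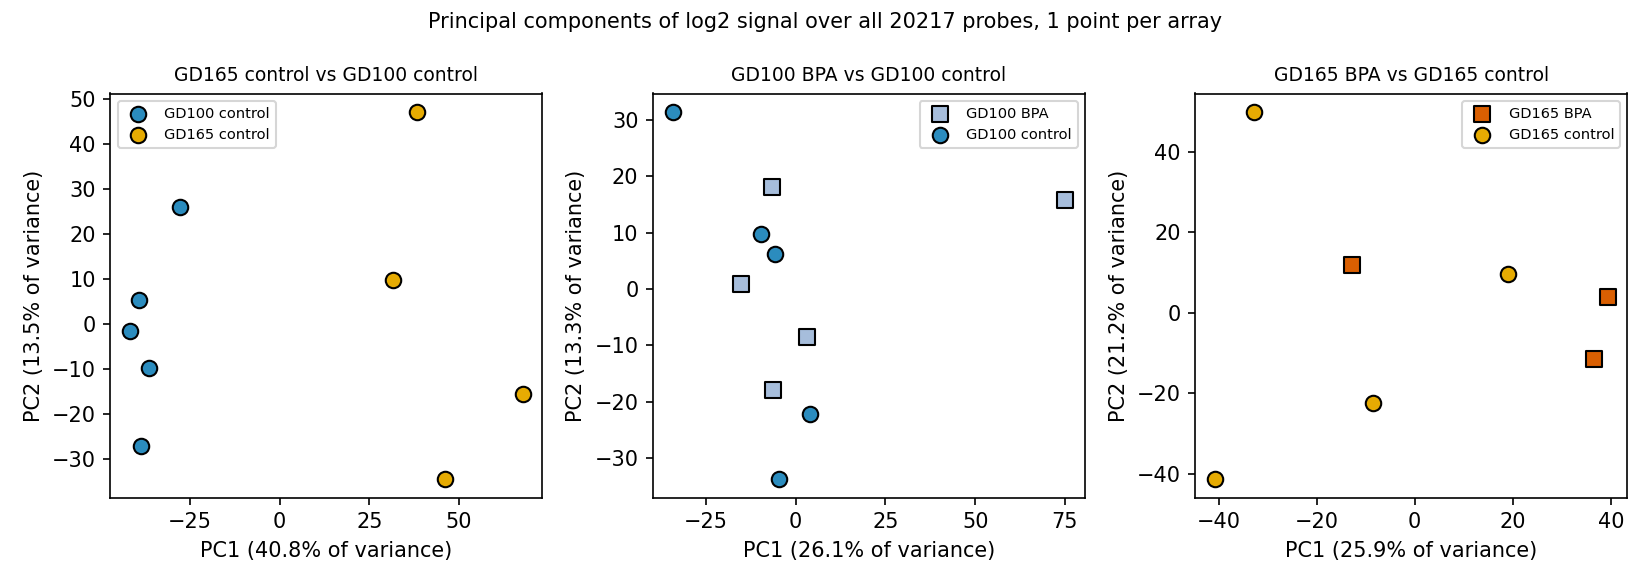
Scores of each array on the first and second principal components over all 20217 probes, for GD100 and GD165 controls, for BPA and control at GD100, and for BPA and control at GD165. Each point is 1 fetus; the ages separate along the first component (40.8% of the variance), and the treatment groups overlap at GD100 (26.1%) and at GD165 (25.9%).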

There were 883 significantly different probes and, of these, 179 were altered at least 1.5-fold. 

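Of the 20217 probes, 0 passed limma's adjusted p of 0.01 between BPA-exposed and control fetuses at GD165, and the smallest adjusted p was 0.118. At an unadjusted p of 0.05, 1740 probes passed, and 3350 with normexp background correction, the largest change among the settings that used limma. The test with the scanning software's error model alone called 5241 probes, 1741 higher and 3500 lower in BPA-exposed fetuses, of which 1498 changed at least 1.5-fold. The levels did not overlap in 1477 probes (7.31%), where chance gives 5.71%. With one control left out, 1 probe passed in 3 of 4 settings. These were SYNPR without replicate 1 (log2 fold change −5.35, adjusted p = 0.0065), IL19 without replicate 3 (−3.21, adjusted p = 0.0070) and PI3 without replicate 6 (−1.50, adjusted p = 0.0093), named after their values were seen. Over the alternatives, the adjusted p reached 0.699 for SYNPR, 0.723 for IL19 and 0.760 for PI3.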

Hierarchical clustering was performed after filtering the data for significantly different probes; this analysis indicated clear differences in gene expression and good consistency within the treatment groups (Fig. 5B). Both up- and down-regulated probes from the microarray expression data were validated by real time RT-PCR (Table S1). 

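Because no probe passed the threshold, clustering was run on all 20217 probes, where a branch of 2 controls formed apart from the 3 BPA arrays and the other 2 controls. In a setting chosen after seeing the counts, the 883 probes with the smallest unadjusted p were used, as many as the paper reports. On these the 3 BPA and 4 control arrays formed separate branches and the first component held 62.9% of the variance, without overlap (exact permutation test, two-sided p = 0.0286, the smallest p that 3 arrays against 4 allow). When 883 probes were chosen the same way for each of the 34 other ways of dividing the 7 arrays into 3 and 4, 34 formed separate branches, and their first components held 43.3 to 70.9% of the variance with a median of 56.6%. Across all probes, which are not independent replicates, Pearson's r was 0.989 to 0.992 within BPA arrays, 0.987 to 0.991 within controls and 0.986 to 0.992 between the groups.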

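On the arrays, HOXC9, WNT2, WNT4, HOXA13 and SST, the 5 genes of Table S1 for this comparison, were 3 higher and 2 lower in BPA-exposed fetuses. Their limma adjusted p over all probes ranged from 0.354 to 0.610, and 4 passed an unadjusted p of 0.05. When adjusted over the list alone, 2 passed 0.01 and 4 passed 0.05, which is not independent evidence because the study chose the genes on these arrays. In 4 of the 5 genes the groups did not overlap, where chance gives 5.71%. SST had a level of 5.68 ± 0.88 (SD, n = 3) in BPA-exposed fetuses and 9.99 ± 2.08 (SD, n = 4) in controls, a log2 fold change of −4.31 (standard error 1.02). Its adjusted p with one animal left out ranged from 0.184 to 0.760, and the log2 fold change from −4.83 to −3.29. WNT2 was at 1.13 (standard error 0.42), and at 0.72 without GD165 BPA replicate 5. HOXC9 was at 1.45 (standard error 0.74).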

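Of the 20 genes with the highest or lowest fold changes in the paper's list for GD165 (Table 3), 17 were matched by name, and DOK6, GDE1 and RNF186 were not analysed here. In BPA-exposed fetuses 9 were higher and 8 lower. None of the 17 (0) passed limma's adjusted p of 0.01, and 15 had an unadjusted p under 0.05. When adjusted over the list alone, 9 passed 0.01 and 15 passed 0.05, on genes that the study chose on these arrays. In 15 genes the 3 BPA and 4 control arrays did not overlap, where chance gives 5.71%. FGF10 had the smallest adjusted p, 0.118, with a level of 4.18 ± 0.27 (SD, n = 3) against 6.20 ± 0.33 (SD, n = 4) and a log2 fold change of −2.02 (standard error 0.32). CXCL14 was at −2.70 (standard error 0.53), CLIC6 at −3.19 (standard error 0.98), TFAP2C at −2.36 (standard error 0.71) and CDH4 at −1.78 (standard error 0.41). Without GD165 BPA replicate 3, CLIC6 was at −2.01 and TFAP2C at −1.57. The rises were smaller, with log2 fold changes from 1.04 for IL26 to 1.55 for PDE11A (standard error 0.42, adjusted p = 0.386). KLK3 was at 1.53, CSTL1 at 1.51, IGHMBP2 at 1.39, HOXC10 at 1.18 and ABHD1 at 1.13. PDE11A and CSTL1 were well above background on 3 of the 4 controls, and ABHD1 on all 4, with control replicate 6 at 7.68 and the others between 8.40 and 8.45. With normexp background correction HOXC10 was at −0.028. The test with the error model alone called 27 of the 30 genes reported here for this comparison.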

A list of the most highly up- and down-regulated genes was generated (Table 3).

**Figure 5:**
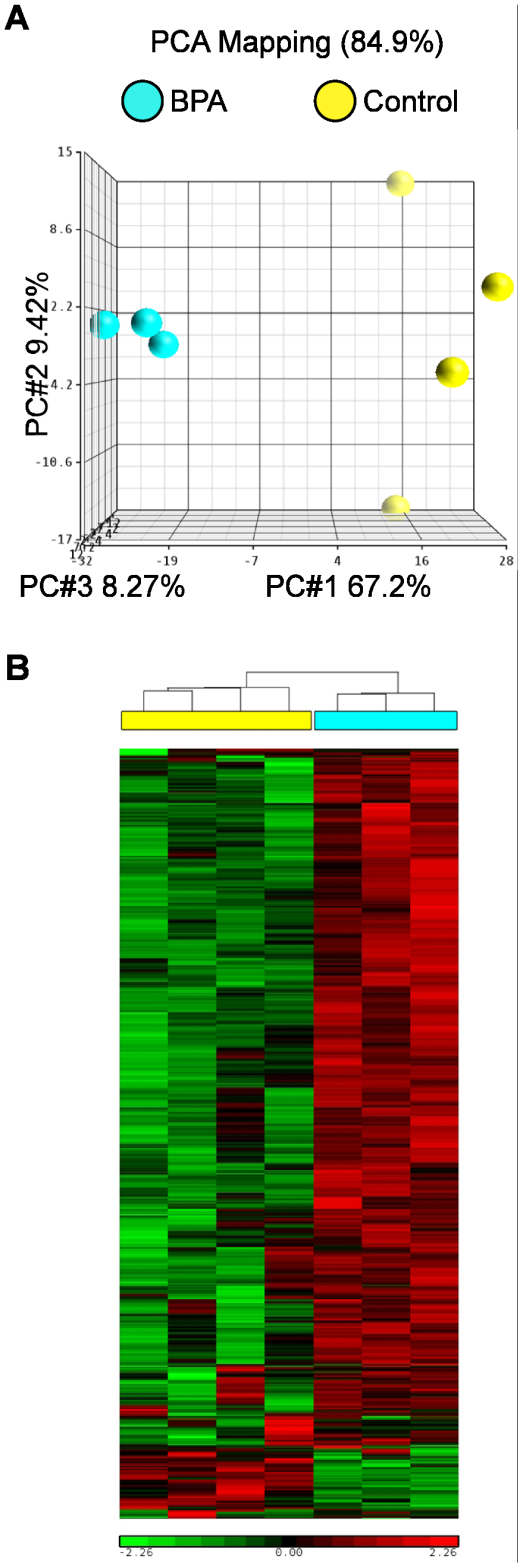
Microarray analysis of uteri from control and BPA-treated macaques at GD165. A. Principal component analysis. B. Hierarchical analysis. BPA treatment group marked in cyan; control group marked in yellow. Scale bars represent standardized signal intensity.

**Table 3:** Most highly up- and down-regulated genes in response to late gestation BPA treatment (GD165)^a^.

Gene	Gene description	Microarray Fold Change (BPA/Control)	p-value^b^
*PDE11A*	phosphodiesterase 11A	2.79	6.99E-09
*HOXC9*	homeobox C9	2.51	1.30E-11
*IGHMBP2*	immunoglobulin mu binding protein 2	2.50	2.17E-10
*CSTL1*	cystatin-like 1 precursor	2.50	2.10E-04
*HOXC10*	homeobox C10	2.46	6.95E-03
*IL26*	interleukin 26	2.37	1.54E-13
*KLK3*	kallikrein-related peptidase 3	2.31	1.54E-13
*ALX3*	ALX homeobox 3	2.25	1.00E-05
*DOK6*	docking protein 6	2.22	5.00E-05
*ABHD1*	abhydrolase domain containing 1	2.17	2.20E-04
*CDH4*	cadherin 4, type 1, R-cadherin (retinal)	−2.79	4.31E-03
*GDE1*	glycerophosphodiester phosphodiesterase 1	−2.85	5.84E-09
*GJB3*	gap junction protein, beta 3, 31kDa	−2.86	6.53E-06
*TFAP2C*	transcription factor AP-2 gamma (activating enhancer binding protein 2 gamma)	−3.06	3.80E-04
*RNF186*	ring finger protein 186	−3.12	8.40E-04
*HOXA13*	homeobox A13	−3.13	1.80E-04
*FGF10*	fibroblast growth factor 10	−3.40	1.51E-11
*CLIC6*	chloride intracellular channel 6	−4.89	2.46E-08
*CXCL14*	chemokine (C-X-C motif) ligand 14	−5.32	1.30E-04
*SST*	somatostatin	−9.05	8.33E-03

a List filtered to keep only the genes with an average microarray intensity value ≥50 in either group.

Based on work in mice and women, homeobox transcription factors encoded by *Hox* genes and secreted signaling proteins encoded by *Wnt* family genes have important roles in female reproductive tract development [18]. Several *HOX* and *WNT* genes and *FZD2*, which encodes a WNT receptor, were among those identified by microarray analysis to be differentially regulated in response to BPA exposure in the GD165 gestation group, although the fold changes observed were not high (Table 4). In addition, expression levels were well above background for *HOXB3*, several *HOXC* and *HOXD* genes, and *WNT2*, suggesting that there may be as yet undefined roles for *HOX* and *WNT* paralogs in primate reproductive tract development.

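All 12 genes of Table 4 had a limma adjusted p over all probes between 0.386 and 0.771, and 11 were higher and 1 lower in BPA-exposed fetuses at GD165. Of the 12, 7 had an unadjusted p under 0.05. When adjusted over the list alone, none (0) passed 0.01 and 4 passed 0.05, for genes that the study chose on these arrays. The groups did not overlap in 7. HOXD3, which shared the smallest adjusted p with HOXA13, had levels of 10.24 ± 0.35 (SD, n = 3) in BPA-exposed fetuses and 9.33 ± 0.47 (SD, n = 4) in controls, a log2 fold change of 0.91 (standard error 0.24), and its groups overlapped. The log2 fold changes of HOXC6, HOXC8, HOXD1 and HOXD9 were 0.92, 0.75, 0.58 and 0.38. WNT5A was at 0.37 (standard error 0.15) and FZD2 at 0.20 (standard error 0.13, unadjusted p = 0.143). Of the other posterior HOXA genes, HOXA9 was at 0.41 (standard error 0.12, unadjusted p = 0.0033), HOXA10 at 0.23 (standard error 0.082, unadjusted p = 0.014) and HOXA11 at 0.12 (standard error 0.14, unadjusted p = 0.41). The paper states that several HOX and WNT genes and FZD2 were among those that differed with BPA at GD165, with fold changes that were not high.

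**Figure D3:**
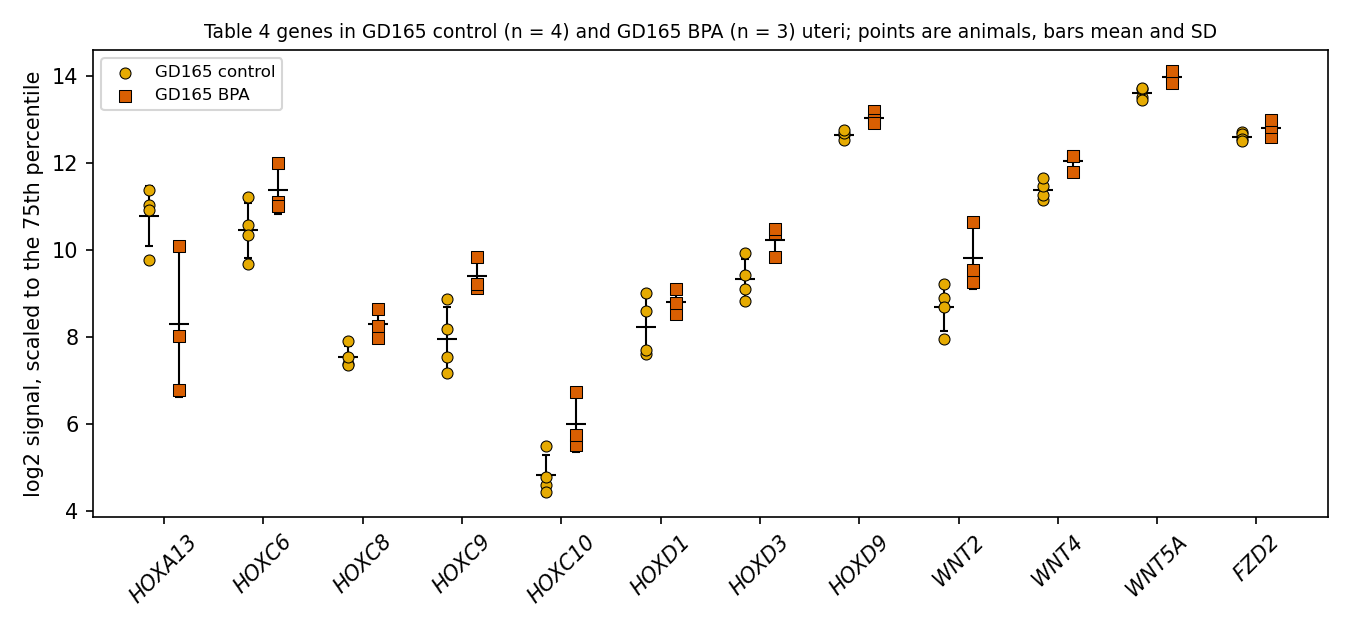
Log2 signal of the 12 genes of Table 4 on each GD165 array, for controls (n = 4) and BPA-exposed fetuses (n = 3). Points are fetuses and bars give the mean and SD; 11 genes have a higher and 1, HOXA13, a lower mean in BPA-exposed fetuses.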

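A probe was taken as above background when the scanning software marked it well above background on all 7 GD165 arrays. This held for 10 of 11 HOXA, 8 of 9 HOXB, 7 of 9 HOXC, 7 of 8 HOXD and 13 of 19 WNT genes. HOXB3 had a mean signal of 519 ± 77.8 (SD, n = 3) in BPA-exposed fetuses and 382 ± 44.4 (SD, n = 4) in controls, a log2 fold change of 0.28 (standard error 0.13, limma adjusted p = 0.579). The mean signal of WNT2 was 1058 in BPA-exposed fetuses and 428 in controls.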

**Table 4:** List of altered homeobox and *Wnt/Fzd* signaling genes in response to late gestation BPA treatment (GD165)^a^.

Gene	Gene description	Microarray Fold Change (BPA/Control)	p-value	Contol Intensity	BPA Intensity
*HOXA13*	homeobox A13	−3.13	1.80E-04	1865.09	536.40
*HOXC6*	homeobox C6	1.74	3.00E-04	1476.25	3040.11
*HOXC8*	homeobox C8	1.73	7.90E-04	186.02	350.29
*HOXC9*	homeobox C9	2.51	1.30E-11	268.87	758.71
*HOXC10*	homeobox C10	2.46	6.95E-03	29.32	75.50
*HOXD1*	homeobox D1	1.48	3.85E-03	321.27	500.31
*HOXD3*	homeobox D3	1.83	3.50E-04	657.45	1349.09
*HOXD9*	homeobox D9	1.30	9.84E-03	6344.27	9241.96
*WNT2*	Wingless-type MMTV integration site family member 2	1.99	4.88E-03	426.42	1077.09
*WNT4*	Wingless-type MMTV integration site family member 4	1.56	6.00E-05	2650.91	4661.60
*WNT5A*	Wingless-type MMTV integration site family member 5a	1.28	1.00E-05	12231.18	17578.10
*FZD2*	frizzled homolog 2 (Drosophila)	1.14	2.40E-04	6136.87	7883.45

a List filtered to keep only the genes with an average microarray intensity value ≥50 in either group.

Two non-overlapping networks generated by the Ingenuity Core analysis stood out as highly significant. The top functions for the first of these networks included Post-Translational Modification, Protein Degradation, and Protein Synthesis; this network included several *HOX* and *WNT* genes (Fig. 6A). 

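Of 37 HOX genes on the array, 21 were higher and 16 lower in BPA-exposed fetuses at GD165. Their median log2 fold change was 0.075 and their mean 0.0048, and camera's adjusted p over 11 lists was 0.071. The median stayed above 0 under each alternative, from 0.0015 to 0.24, and its adjusted p ranged from 0.0064 to 0.732. When adjusted over the list alone, 4 genes passed 0.05. By cluster, 6 of 11 HOXA, 4 of 9 HOXB, 5 of 9 HOXC and 6 of 8 HOXD genes were higher. Falls were seen in HOXD13, at −1.54 (standard error 0.44, unadjusted p = 0.0034, adjusted p = 0.407), and in HOXB13, at −0.86 (standard error 0.50, unadjusted p = 0.105).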

Top functions for the second network included Cellular and Embryonic Development; this network utilized the estrogen receptor as a hub (Fig. 6B). 

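The expression of 20 estrogen response genes was compared between the GD165 groups. In BPA-exposed fetuses 7 were higher and 13 lower, with a median log2 fold change of −0.079 and a mean of −0.068, while camera's direction was upward relative to the other genes (adjusted p = 0.924). The median was 0.081 with the values as deposited, without scaling. The score of the list did not differ between the groups (exact permutation test over 35 regroupings, two-sided p = 0.571).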

Differentially expressed molecules were linked by the Ingenuity analysis into mechanistic networks determined by upstream regulators. Potential upstream regulators included steroid hormones or regulators of steroid hormone signaling, including mifepristone, progesterone, androgen receptor, and dihydrotestosterone (Table S4). 

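PRLR, which encodes the prolactin receptor, had a level of 7.44 ± 0.32 (SD, n = 3) in BPA-exposed fetuses and 6.62 ± 0.83 (SD, n = 4) in controls at GD165, a log2 fold change of 0.82 (standard error 0.38, limma adjusted p = 0.579). The groups overlapped (exact permutation test, two-sided p = 0.229). PGRMC1, which encodes progesterone receptor membrane component 1, was at 16.45 ± 0.20 (SD, n = 3) and 15.99 ± 0.13 (SD, n = 4), a log2 fold change of 0.46 (standard error 0.11, adjusted p = 0.330). Each of the 3 BPA arrays was above each control for PGRMC1 (exact permutation test, two-sided p = 0.0286). With one animal left out, the log2 fold change ranged from 0.58 to 1.11 for PRLR and from 0.36 to 0.56 for PGRMC1.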

The molecules comprising the mechanistic network regulated by progesterone included the prolactin receptor and progesterone receptor membrane component 1, which are positively regulated by progesterone and were expressed more highly in BPA-exposed animals than controls (Fig. 7).

**Figure 6:**
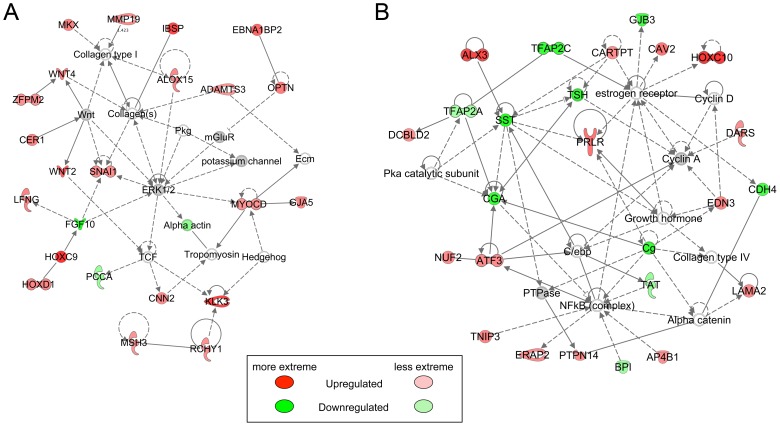
Top Ingenuity networks identified in GD165 Control v. BPA comparison. A. Post-Translational Modification, Protein Degradation, Protein Synthesis (score = 37, 20 focus molecules, p value of top functions = 7.21E-05). B. Cellular, Embryonic, and Organ Development (score = 37, 20 focus molecules, p value of top functions = 6.53E-05).

**Figure 7:**
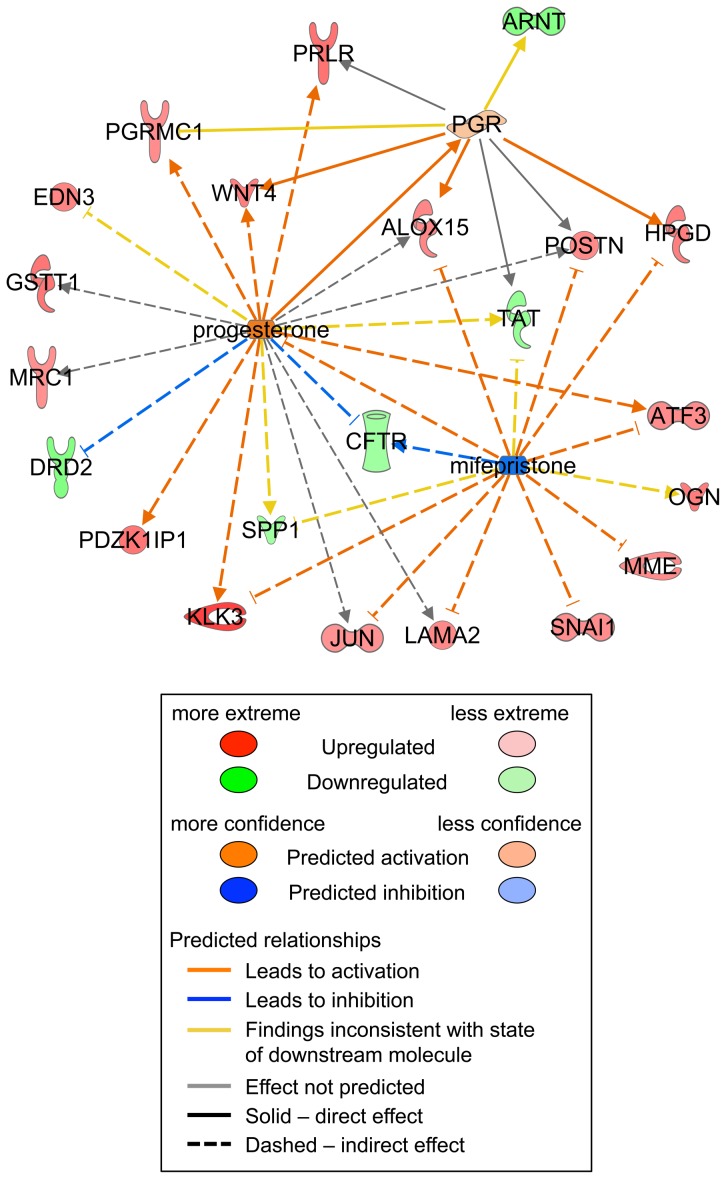
Alterations in progesterone- and mifepristone-regulated upstream regulatory networks in uteri from control and BPA-treated macaques at GD165. For progesterone, activation z-score = 1.53, p-value of overlap 1.59E-03. For mifepristone, activation z-score = −1.88, p-value of overlap 4.13E-04. Solid lines, direct interaction; Dashed lines, indirect interaction.

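The array holds 19 WNT and 10 FZD genes, of which 13 and 9 were well above background on all 7 GD165 arrays. In BPA-exposed fetuses at GD165, 7 WNT genes were higher and 12 lower, and 5 FZD genes were higher and 5 lower. The median log2 fold change of the 29 genes was −0.052 and the mean −0.053, with camera's direction upward relative to the other genes (adjusted p = 0.924). The median was 0.0020 after quantile normalization, 0.11 with the deposited values without scaling, and 0.065 with slide as a fixed block. When adjusted over the list alone, 1 gene passed 0.05. WNT11 had the smallest p of the list, with a log2 fold change of −0.35 (standard error 0.089, unadjusted p = 0.0015). WNT6 was at −0.55 and WNT3 at −0.65. The score of the list per animal did not differ between the groups (exact permutation test, two-sided p = 0.600).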

The overall increases in expression of Wnt signaling-related mRNAs in BPA-treated macaques at GD165 suggested that canonical Wnt signaling via beta-catenin might be induced to a greater extent than in controls. Immunohistochemical staining of GD165 control uteri revealed localized beta-catenin staining at the tip of the developing gland structures (Fig. 8A, B). Uteri from BPA-treated macaques at GD165 appeared to have more intense beta-catenin staining at this location but also exhibited nuclear beta-catenin staining in cells not within glandular structures. However, because of the uneven staining distribution and the different numbers of gland structures across different sections, we were unable to effectively quantify the differences in beta-catenin staining using computer morphometry.

**Figure 8:**
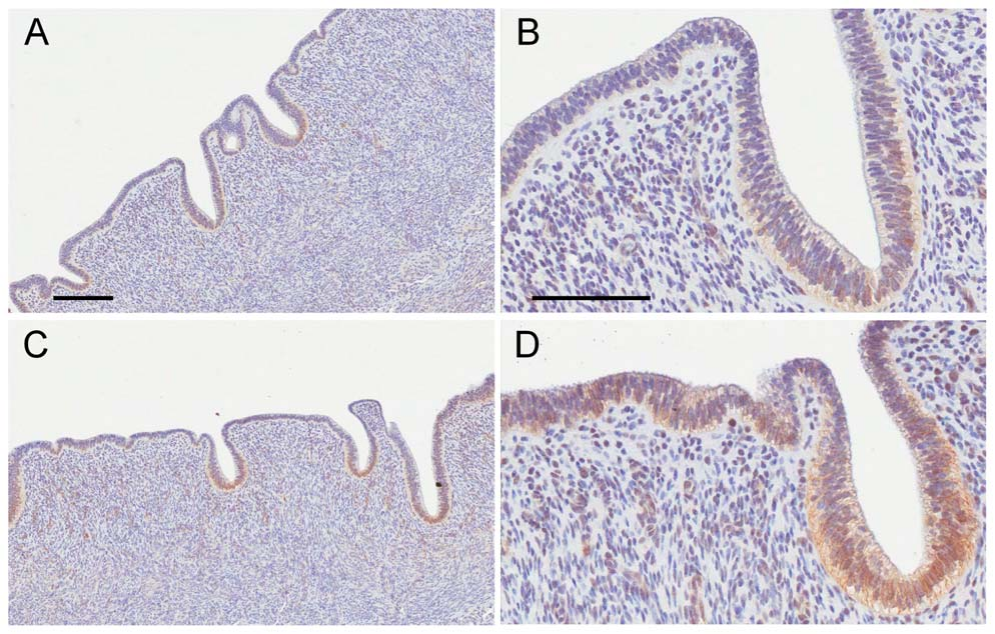
Beta-catenin staining of uteri from control and BPA-treated macaques at GD165. A–B. Control. C–D. BPA-treated. Scale bars = 100 µm.

## Discussion

Here we utilized a rhesus macaque model to characterize histology and gene expression in fetal uteri at mid and late gestation and examined the effects of daily *in utero* exposure to BPA on uterine development. In control animals at GD165 there was increased evidence of uterine glandulogenesis on histology and extensive changes in the gene expression profiles compared to GD100. BPA exposure did not result in any significant changes in fetal uterine histology at either GD100 or GD165; however, there were significant differences in gene expression in response to BPA in the GD165 group, particularly in *HOX* and *WNT* family genes.

As in humans, major organogenesis occurs in macaques during the first trimester of pregnancy, and is complete by about GD46 [19]. The BPA exposures in this study were not during the first trimester and thus were not timed to determine effects on major organogenesis. Instead, BPA was given during the more subtle tissue differentiation events of female meiosis and ovarian follicle formation, which occur during the second and third trimesters, respectively [12]. As a result, the BPA was given during gestational periods when little overt morphologic differentiation was occurring in the uterus except for initial glandular morphogenesis in the GD165 group. Exposure to BPA in our study did not significantly alter the appearance of the uterine glands at GD165, suggesting that BPA did not interfere with the epithelial-stromal signaling required to initiate this process.

Evaluation of endometrial cell labeling for ERα and PR, which is induced by ERα activity, revealed that ERα was more highly expressed than PR at both GD100 and GD165. Expression of PR was somewhat higher at GD165 than at GD100, coinciding with a significant increase in expression of *KLF9*, which encodes a modulator of PR function. These findings suggest that there is increased uterine ERα activity and/or PR responsiveness with fetal age. However, no clear differences in ERα or PR-responsive genes were noted between GD100 and GD165 control uteri. 

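In the list of 20 estrogen response genes, 14 were higher and 6 lower in GD165 than in GD100 controls, with a median log2 fold change of 0.16. RERG, at 1.08 (standard error 0.19, limma adjusted p = 8.6e-04), and WFS1, at 0.69 (standard error 0.12, adjusted p = 6.5e-04), passed the threshold of 0.01. When adjusted over the list alone, 2 passed 0.01 and 7 passed 0.05. The camera adjusted p of the set was 0.131, with the estimated correlation 0.226, and under fry 0.00264, so the call depends on the test. The score of the list per animal was 0.14 ± 0.12 (SD, n = 4) at GD165 and −0.093 ± 0.071 (SD, n = 5) at GD100. The scores differed, with some overlap (exact permutation test, two-sided p = 0.0238). The probe of PGR was not well above background on any of the 9 control arrays.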

The nuclear receptor expression patterns may reflect effects of the relatively high circulating maternal estrogen and progesterone levels during pregnancy, which likely contributed to the presence of subnuclear vacuolization in epithelial cells at both time points (resembling human early luteal phase endometrium). Quantitative analysis of ERα, PR, and Ki-67 staining did not reveal any effects of BPA exposure at GD100 or GD165, indicating that BPA at the dose used did not interfere with expression of these proteins or alter proliferation. Our study design precluded any examination of long-term carryover effects of BPA exposure on these endpoints.

Gene expression analysis of uteri from GD165 showed extensive differences compared to GD100, with major contributions by hematopoietic genes and cell cycle regulators. Although the cell origin of the altered hematopoietic gene expression is unclear, previous studies of *Macaca fascicularis* have reported an increase in the vascular supply to the endometrial stroma between GD100 and GD150 [9]. 

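MKI67, which encodes Ki-67, had a level of 5.74 ± 0.20 (SD, n = 4) in GD165 controls and 7.42 ± 0.43 (SD, n = 5) in GD100 controls, a log2 fold change of −1.68 (standard error 0.25, limma adjusted p = 2.5e-04). PCNA was at 13.82 ± 0.43 (SD, n = 4) and 14.62 ± 0.31 (SD, n = 5), a log2 fold change of −0.81 (standard error 0.19, adjusted p = 0.0060).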

The pattern of expression of cell cycle regulators was consistent with a decreased uterine growth rate at GD165 as compared to GD100. This finding suggests that although major organogenesis is complete by around GD50, the uterus continues to have actively proliferating cells through GD100 and that this process may slow somewhat in the final trimester. This observation is generally consistent with the pattern of circulating maternal estradiol, which rises rapidly from GD50 to GD80 but then remains at a plateau until the final week before delivery when it rises sharply again [20]. However, because a significant decrease in cell proliferation as indicated by Ki-67 staining was not observed by immunohistochemistry at GD165 (Fig. 2), the impact of these cell cycle-related gene expression changes is uncertain.

Three of the differentially regulated genes associated with BPA exposure in late gestation, *HOXA13*, *WNT4*, and *WNT5A*, are important for urogenital tract development and function in humans [21], [22], [23]. *HOX* genes encode transcription factors that establish the body plan and regulate development during embryogenesis, whereas *WNT* genes encode secreted signaling factors that also regulate development, sometimes in cooperation with HOX genes [24], [25], [26]. Female reproductive tract anterior-to-posterior differentiation is driven by differential expression of the posterior *HOXA* genes, including *HOXA9*, *HOXA10/A11*, and *HOXA13*, which are most highly expressed in the oviduct, the uterus, and the cervix/upper vagina, respectively [27]. 

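The HOXA13 levels of the 3 BPA-exposed fetuses at GD165 were 6.77, 8.02 and 10.10, with a mean of 8.30 ± 1.68 (SD, n = 3), and those of the 4 controls were 9.78, 10.92, 11.03 and 11.39, with a mean of 10.78 ± 0.70 (SD, n = 4). The log2 fold change was −2.48 (standard error 0.66), with an unadjusted p of 0.0019 and an adjusted p of 0.386 in limma's test. One BPA-exposed fetus lay within the controls' range (exact permutation test, two-sided p = 0.0571). In linear signal, the means were 540 ± 585 (SD, n = 3) and 1834 ± 647 (SD, n = 4). The log2 fold change was −3.38 without GD165 BPA replicate 4 and −1.72 without GD165 BPA replicate 5, and over the animals left out the adjusted p ranged from 0.144 to 0.760. The interaction between BPA and age had a log2 difference of −2.06 (adjusted p = 0.593).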

The 3-fold decreased expression of *HOXA13* observed here in BPA-exposed animals is of particular note because function-disrupting mutations in this gene cause Hand-Foot-Uterus syndrome, which is characterized by dysplasia of hands and feet along with genitourinary abnormalities in both females and males [23], [28]. *HOXA13* repression, if it occurred during uterine organogenesis, would logically promote similar abnormalities.

Function-disrupting mutations of *WNT4*, a gene critical for female sex determination and organogenesis, are associated with Müllerian aplasia, ovarian follicle depletion, and hyperandrogenism in women [21]. Disruption of both *WNT4* alleles results in numerous developmental defects, including kidney and lung dysgenesis and female to male sex reversal [29]. Localization of beta-catenin to the tips of the developing endometrial glands suggests an important role for canonical WNT signaling in endometrial tubulogenesis, similar to its documented role in tubulogenesis during kidney and lung development [30]. WNT4 protein is detected in human fetal oocytes and granulosa cells throughout gestation and, based on the human *WNT4* mutant ovary phenotype and the *Wnt4*-null mouse model, likely regulates oocyte survival, formation of germ cell cysts, and meiosis [31], [32]. Several *Wnt* genes, including *Wnt4*, are also important for mammary gland development downstream of steroid hormone signals in the mouse (reviewed in [33]). *Wnt4* itself appears to mediate mammary ductal side branching during mouse pregnancy [34]. 

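WNT4 levels at GD165 were 11.80, 12.16 and 12.17 in the BPA-exposed fetuses and 11.16, 11.25, 11.48 and 11.65 in the controls, with means of 12.04 ± 0.21 (SD, n = 3) and 11.38 ± 0.22 (SD, n = 4). The groups did not overlap (exact permutation test, two-sided p = 0.0286, the smallest p that 3 arrays against 4 allow). The log2 fold change was 0.66 (standard error 0.21), with an unadjusted p of 0.0072 and an adjusted p of 0.455 in limma's test. It stayed between 0.58 and 0.78 with one animal left out. The interaction between BPA and age was 0.80 (adjusted p = 0.529).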

Our finding that *WNT4* was upregulated in the BPA-exposed fetal uterus is consistent with our identification of progesterone signaling as an upstream regulator of the differentially expressed genes (Fig. 7). It is unclear at this point whether BPA-induced alterations in *WNT4* expression could occur in the ovary or mammary gland and thereby contribute to the abnormalities in follicle formation and mammary gland budding observed at birth in offspring of BPA-exposed macaques [12], [13].

In both mice and women, *WNT* and *HOX* gene expression persists in the female reproductive tract and other tissues past embryogenesis and into adulthood [27], [35], [36], [37]. These findings suggest ongoing roles for these genes in human adult tissues, including regulation of endometrial function [27], [38]. In the mouse, *Wnt4* is upregulated by estradiol, expressed in peri-implantation decidua, and required for uterine gland formation and proper adult uterine function [37], [39]. *Wnt5a* mediates stromal-epithelial interactions during uterine gland formation in mouse neonates [26]. In humans, uterine gland formation is a prolonged process that begins *in utero* but continues to occur through adolescence based on the increasing extent of uterine glands observed through puberty [40], suggesting that disruption of *WNT* and/or *HOX* expression postnatally in girls could alter gland formation. Prenatal BPA exposure can permanently modify expression of ERα and PR in mouse endometrium [41] and result in persistent epigenetic alterations that affect estrogen-mediated transcriptional responses such as upregulation of *Hoxa10* expression [42], [43]. These findings, combined with evidence here that BPA may disrupt expression of multiple *HOX* and *WNT* genes in the fetal primate uterus, suggest that the full impact of prenatal BPA exposure on the uterus may not be evident until later in life. Studies designed to answer this question will require long-term followup of exposed animals into adulthood.

## Supporting Information

Table S1 Microarray gene expression validation
(PDF) Click here for additional data file.

Table S2 Selected biological function categories identified by Ingenuity analysis in comparison of control GD100 vs. GD165 animals
(PDF) Click here for additional data file.

Table S3 Selected upstream regulators identified by Ingenuity analysis in comparison of control GD100 vs. GD165 animals
(PDF) Click here for additional data file.

Table S4 Selected upstream regulators identified by Ingenuity analysis in comparison of GD165 control vs. BPA treated animals
(PDF) Click here for additional data file.

# Supplementary material for: Bisphenol A Exposure Alters Developmental Gene Expression in the Fetal Rhesus Macaque Uterus
**Source:** PLoS One. 2014 Jan 23;9(1):e85894. doi: 10.1371/journal.pone.0085894
**Supplement:** Table S1 — Microarray gene expression validation

**Table S1. Microarray gene expression validation**

| Gene           | Primers (5'-3') <sup>a</sup>                      | Microarray<br>Fold-Change<br>(GD165/GD100)       | PCR<br>Fold-Change<br>(GD165/GD100)       |
|----------------|---------------------------------------------------|--------------------------------------------------|-------------------------------------------|
| <i>HBB</i>     | F:CTGCATGTGGATCCTGAGAA<br>R:CCCCCAGTTCAGTAGTTGGA  | 87.45                                            | 246.15                                    |
| <i>ZBTB16</i>  | F:TCTGTCTGCTGTGTGGGAAG<br>R:TTTGTGGCTCTTGAGTGTGC  | 18.83                                            | 14.16                                     |
| <i>KLF9</i>    | F:ACAGTGGCTGTGGGAAAGTC<br>R:AACTGCTTTTCCCCAGTGTG  | 18.20                                            | 22.58                                     |
| <i>NNMT</i>    | F:TGGCCCCACTATCTATCAGC<br>R:CACGTCACACTTCAGCACCT  | 15.85                                            | 10.28                                     |
| <i>WIF1</i>    | F:ATTGCTCAACCACCTGCTTT<br>R:CCCTGGTAACCTTTGGAACA  | 5.06                                             | 3.26                                      |
| <i>NKAIN4</i>  | F:CTGTCTGCACGAGGAGGTG<br>R:CGTAGCAGCCACAGACAAAA   | -2.86                                            | -7.69                                     |
| <i>GAS2</i>    | F:CTTGCAGAACTGTGCAGGA<br>R:TCATCCACCCCTAAATCTCG   | -3.70                                            | -2.70                                     |
| <i>FBN3</i>    | F:GAACCCCAAGTGTGTTGTGACC<br>R:AAAGGAACCCCTCGTGTCT | -4.55                                            | -6.25                                     |
| <i>SULT1E1</i> | F:TGCCACCTGAACCTCTTCCT<br>R:TCCTTGATGAATTTCTCCAC  | -5.88                                            | -5.88                                     |
| <i>LIX1</i>    | F:GCACTTTAGATGATGCGGATG<br>R:ACGAAGGGCTTTTAGGCTTC | -6.25                                            | -5.56                                     |
| Gene           | Primers (5'-3') <sup>a</sup>                      | Microarray<br>Fold-Change<br>(GD165 BPA/Control) | PCR<br>Fold-Change<br>(GD165 BPA/Control) |
| <i>HOXC9</i>   | F:GCAGCAAGCACAAAGAGGAG<br>R:CTTCTCCAGTTCAGCGTCT   | 2.51                                             | 2.47                                      |
| <i>WNT2</i>    | F:CTGTATCAGGGACCGAGAGG<br>R:TGACATGGGAGGTGTCGTAG  | 1.99                                             | 2.16                                      |
| <i>WNT4</i>    | F:CCCTCATGAACCTCCACAAC<br>R:ACCTCACAGGAGCCTGACAC  | 1.56                                             | 1.46                                      |
| <i>HOXA13</i>  | F:CCTCTGGAAGTCCACTCTGC<br>R:ATTTGTTCTGTGGCGTATTCC | -3.31                                            | -11.25                                    |
| <i>SST</i>     | F:CCCAGACTCCGTCAGTTTCT<br>R:ATCATTCTCCGTCTGGTTGG  | -9.05                                            | -13.05                                    |

<sup>a</sup>F, forward; R, reverse

# Supplementary material for: Bisphenol A Exposure Alters Developmental Gene Expression in the Fetal Rhesus Macaque Uterus
**Source:** PLoS One. 2014 Jan 23;9(1):e85894. doi: 10.1371/journal.pone.0085894
**Supplement:** Table S2 — Selected biological function categories identified by Ingenuity analysis in comparison of control GD100 vs. GD165 animals

**Table S2. Selected biological function categories identified by Ingenuity analysis in comparison of control GD100 vs. GD165 animals<sup>a</sup>**

| <b>Category</b>                               | <b>Functions Annotations</b>                                                                                                                                                                                                                                                                                                                                                                                                           | <b>Activation z-score range</b> | <b>Maximum # molecules</b> |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------|----------------------------|
| Cell Cycle                                    | S phase, segregation of chromosomes, interphase of tumor cell lines                                                                                                                                                                                                                                                                                                                                                                    | -2.35 to -2.04                  | 60                         |
| Cellular Assembly and Organization            | Association of chromosome components, segregation of chromosomes                                                                                                                                                                                                                                                                                                                                                                       | -2.79 to -2.35                  | 33                         |
| Cell Death and Survival                       | Cytotoxicity, cell death of phagocytes, cytotoxicity of leukocytes and lymphocytes, cell death of antigen presenting cells                                                                                                                                                                                                                                                                                                             | 2.34 to 3.68                    | 44                         |
| Cell-To-Cell Signaling and Interaction        | Activation of cells, blood cells, leukocytes; recruitment of cells, blood cells, leukocytes, phagocytes, myeloid cells, granulocytes, neutrophils; response of mononuclear leukocytes; activation of connective tissue cells; sensitization of antigen presenting cells, phagocytes                                                                                                                                                    | 2.00 to 3.58                    | 153                        |
| Cellular Development                          | Differentiation of leukocytes, lymphocytes; maturation and expansion of blood cells, leukocytes; proliferation of stromal cells                                                                                                                                                                                                                                                                                                        | 2.05 to 3.34                    | 106                        |
| Cellular Function and Maintenance             | Function of blood cells, leukocytes, antigen presenting cells, phagocytes; cellular homeostasis; T cell homeostasis                                                                                                                                                                                                                                                                                                                    | 2.01 to 3.13                    | 207                        |
| Cellular Movement                             | Cell movement; cell movement of blood cells, leukocytes, phagocytes, myeloid cells, granulocytes, lymphocytes, antigen presenting cells, neutrophils; migration of cells, leukocytes; recruitment of blood cells, phagocytes, myeloid cells, granulocytes, neutrophils                                                                                                                                                                 | 2.12 to 4.12                    | 324                        |
| Hematological System Development and Function | Accumulation of leukocytes; activation of blood cells, leukocytes; cell movement of antigen presenting cells, granulocytes, leukocytes, lymphocytes, myeloid cells, neutrophils, phagocytes; differentiation of leukocytes, lymphocytes; expansion of leukocytes, T lymphocytes; quantity of blood cells, leukocytes, lymphocytes; recruitment of granulocytes, leukocytes, myeloid cells, neutrophils, phagocytes; T cell homeostasis | 2.13 to 4.09                    | 172                        |
| Inflammatory Response                         | Accumulation and activation of leukocytes; cell movement of neutrophils, phagocytes; cell-mediated response; chemotaxis of granulocytes, leukocytes, phagocytes; inflammatory response; recruitment of neutrophils, phagocytes                                                                                                                                                                                                         | 2.13 to 4.09                    | 120                        |
| Tissue Morphology                             | Quantity of blood cells, leukocytes, lymphocytes, mononuclear leukocytes, T lymphocytes                                                                                                                                                                                                                                                                                                                                                | 2.19 to 3.50                    | 172                        |
| Lipid Metabolism                              | Fatty acid metabolism; synthesis of fatty acid, eicosanoid, prostaglandin E2; metabolism of eicosanoid                                                                                                                                                                                                                                                                                                                                 | 2.49 to 3.05                    | 87                         |

<sup>a</sup>Selected from Ingenuity biological functions with predicted activation state significantly increased or decreased as indicated by an activation z-score > 2.0 or < -2.0; all p-values < 0.001.

# Supplementary material for: Bisphenol A Exposure Alters Developmental Gene Expression in the Fetal Rhesus Macaque Uterus
**Source:** PLoS One. 2014 Jan 23;9(1):e85894. doi: 10.1371/journal.pone.0085894
**Supplement:** Table S3 — Selected upstream regulators identified by Ingenuity analysis in comparison of control GD100 vs. GD165 animals

**Table S3. Selected upstream regulators identified by Ingenuity analysis in comparison of control GD100 vs. GD165 animals<sup>a</sup>**

| Upstream regulator | Description                                                                                            | Activation z-score | p-value of overlap | Mechanistic network                                                                                                                                  |
|--------------------|--------------------------------------------------------------------------------------------------------|--------------------|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>TBX2</i>        | T-box 2; transcription regulator                                                                       | -3.99              | 2.59E-08           | Ap1,CDKN1A,E2f,RB1,Rb,TBX2,TP53                                                                                                                      |
| <i>EP400</i>       | E1A binding protein p400                                                                               | -3.64              | 3.40E-16           | E2F2,EP400,Histone h4                                                                                                                                |
| <i>FOXM1</i>       | forkhead box M1; transcription regulator                                                               | -3.51              | 5.47E-09           | Ap1,CDKN1A,E2F1,E2f,FOXM1,HDAC1,NFATC2,RB1,Rb,TP53,Vegf                                                                                              |
| <i>CTNNB1</i>      | catenin (cadherin-associated protein), beta 1                                                          | -3.10              | 5.53E-03           | ATF2,Ap1,CTNNB1,FOS,JUN,JUND,SP1,TCF                                                                                                                 |
| <i>CCND1</i>       | cyclin D1                                                                                              | -2.61              | 5.29E-20           | Ap1,CCND1,CCNE1,CDKN1A,E2F1,E2F2,E2F3,E2F4,E2F5,E2f,HDAC1,RB1,RBL1,Rb,TP53                                                                           |
| <i>E2F3</i>        | E2F transcription factor 3; transcription regulator                                                    | -2.58              | 5.38E-07           | BRCA1,CCNE1,E2F1,E2F3,E2F4,E2F5,E2f,HDAC1,RB1,RBL1,TP53                                                                                              |
| <i>E2F1</i>        | E2F transcription factor 1; transcription regulator                                                    | -2.56              | 5.19E-06           | CCNE1,E2F1,E2F2,E2F3,E2F4,E2F5,E2f,HDAC1,RB1,RBL1,Rb,TBX2,TP53                                                                                       |
| <i>mir-21</i>      | microRNA                                                                                               | -2.54              | 4.48E-03           | IFNG,IRF1,NFKB1,NfKB(complex),STAT1,STAT3, mir-21                                                                                                    |
| <i>E2F2</i>        | E2F transcription factor 2; transcription regulator                                                    | -2.24              | 3.56E-06           | CCNE1,E2F1,E2F2,E2F4,E2f,HDAC1,RB1,TP53                                                                                                              |
| estrogen           | steroid hormone                                                                                        | -2.22              | 6.47E-05           | 1-alpha,25-dihydroxy vitamin D3,Ap1,CEBPB,CTNNB1,E2F1,E2F2,E2F3,E2F4,E2f,ESR1,HDAC1,IL6,JUN,JUNB,NCOA2,NRIP1,RB1,Rb,SP1,STAT3,TCF3,TP53,VDR,estrogen |
| <i>TNF</i>         | tumor necrosis factor; cytokine                                                                        | 2.98               | 3.84E-08           | CEBPB,E2F4,IFNG,IL10,IL1B,IL6,IRF1,IRF3,JUN,JUNB,NFKB1,NFKBIA,NfKB(complex),RELB,STAT1,STAT3,TCF3,TNF,TP53                                           |
| <i>IFNA2</i>       | interferon, alpha 2; cytokine                                                                          | 3.04               | 4.90E-05           | BAX,CREBBP,IFNA2,IL12(complex),IRF1,IRF3,IRF9,JUN,NFKB1,NfKB(complex),STAT1,STAT2,STAT3,TP53,TRIM21                                                  |
| <i>CEBPA</i>       | CCAAT/enhancer binding protein (C/EBP), alpha; transcription regulator                                 | 3.10               | 4.39E-03           | AR,ATF2,Ap1,CEBPA,CEBPB,CREB1,CREBBP,E2F1,FOS,HDAC1,JUN,JUND,MYOD1,RB1,SMARCA4,SP1,STAT1,STAT3,TP53                                                  |
| <i>STAT1</i>       | signal transducer and activator of transcription 1; transcription regulator                            | 3.10               | 6.10E-04           | CREBBP,IFNG,IL10,IL12(complex),IRF1,IRF3,IRF9,NFKB1,NfKB(complex),STAT1,STAT2,STAT3                                                                  |
| <i>RB1</i>         | retinoblastoma 1; transcription regulator                                                              | 3.12               | 4.06E-07           | BRCA1,CCNE1,E2F1,E2F2,E2F3,E2F4,E2F5,E2f,HDAC1,RB1,RBL1,RBL2,Rb,TP53,TP73                                                                            |
| <i>SMARCB1</i>     | SWI/SNF related, matrix associated, actin dependent regulator of chromatin b1, transcription regulator | 3.20               | 5.21E-04           | Ap1,BRCA1,CDKN1A,CDKN2A,E2F1,E2F4,E2f,HDAC1,MYOD1,RB1,Rb,SMARCA4,SMARCB1,STAT3,TP53                                                                  |
| <i>JUN</i>         | jun proto-oncogene; transcription regulator                                                            | 3.58               | 6.07E-04           | ATF2,Ap1,CEBPB,E2F4,ESR1,FOS,IL6,JUN,JUNB,JUND,NFATC2,SP1,STAT3,TCF3                                                                                 |
| <i>IFNG</i>        | Interferon, gamma; cytokine                                                                            | 3.66               | 5.01E-06           | CEBPB,CREBBP,IFNG,IL10,IL1B,IRF1,IRF3,IRF9,JUN,NFKB1,NFKBIA,NfKB(complex),SMARCA4,STAT1,STAT2,STAT3,TNF,TP53                                         |
| <i>TP53</i>        | tumor protein p53; transcription regulator                                                             | 4.17               | 3.03E-11           | Ap1,CDKN1A,E2F1,E2F4,E2F5,E2f,ERBB2,FOS,HDAC1,RB1,RBL2,Rb,SP1,STAT3,TBX2,TP53                                                                        |
| <i>let-7</i>       | microRNA                                                                                               | 4.44               | 2.13E-09           |                                                                                                                                                      |

<sup>a</sup>List filtered to keep only the upstream regulators with an activation z-score > 2.0 or < -2.0, ≥ 10 target molecules, and p-value of overlap < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

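RNA from individual fetal uteri was measured on 17 single-color Agilent rhesus macaque arrays, 5 from GD100 controls, 5 from GD100 fetuses of dams given 400 µg BPA per kg per day from day 50, 4 from GD165 controls and 3 from GD165 fetuses exposed from day 100. Each fetus gave 1 array, and the arrays lay on 6 slides. The authors extracted the signals with Feature Extraction 9.5 at its 1-color defaults, which subtract the background, detrend the signal, replace the signal of spots not above background by a small positive value and write an error estimate for each spot. The deposited values are linear intensities without scaling between arrays. The values in the authors' table of all arrays were identical, at a tolerance of 0, to the processed signals of the scanner files in 711467 of 711467 values compared.

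The log2 processed signals of the 2 spots of each of 20217 probes were averaged after leaving out control spots and spots marked as outliers, which left a value for each probe on each array. The 75th percentile of each array was subtracted, and the mean of these percentiles, 12.62, was added back where levels are given. Between 83.8 and 89.0% of spots per array were well above background, the 75th percentile of signal was 5524 to 7319 and the median signal to background ratio 17.3 to 23.9. Pearson's r across probes was 0.974 to 0.995 over the 136 pairs of arrays, and 0 pairs had identical values. Probes were named from the array's annotation and the reference tables of gene IDs, which gave a name to 18023 probes (89.1%) with 16473 distinct names; 524 of these use the human gene that the description calls similar. A gene with several probes was given by the probe with the highest mean signal. Genes of the paper's tables for which no probe carried the name were not analysed here. The results of 4 further genes that the study names are not reported here; they stay in the counts for the paper's tables and in the gene lists, and the tallies of genes over the alternatives leave them out.

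limma 3.58.1 in R 4.3.3 (lmFit and eBayes) was fitted to all 17 arrays with 4 groups and no other terms. Contrasts compared GD165 with GD100 controls, BPA with control at GD100 and BPA with control at GD165, and an interaction compared the BPA effects at the 2 ages. Tests were two-sided, p values were adjusted by the method of Benjamini and Hochberg over all probes tested, and the threshold was an adjusted p of 0.01. The genes named in the text are those that the study names, members of the gene lists where a list is discussed and, for each comparison, up to 5 rises and up to 5 falls, the largest among probes past the threshold with a mean signal of at least 50 in either group, well above background on every array of the brighter group and without overlap between the groups. In the comparisons of BPA with control no gene (0) met this last part. A few others, mainly single probes that passed in 1 setting, were named after their values were seen. Where a gene was not well above background on any array of the dimmer group, its fold is a lower bound against the lowest signal among probes well above background on each array.

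In all, 11 gene lists, with 1 probe per gene, were tested with limma's camera at a preset correlation between genes of 0.01 and a threshold of 0.05 on the p adjusted over the 11 lists. They hold cell cycle (50 genes matched), skeletal muscle (30), smooth muscle (15), erythroid (24), leukocyte (34), squamous epithelium (30), glucocorticoid response (21), estrogen response (20), HOX (37), WNT and FZD (29) and MHC (18) genes. fry and camera with an estimated correlation were run beside it. A list score per array is the mean over the list of each gene's log2 signal minus its mean over the arrays. Scores, principal components and the share of variance were compared by exact permutation tests in scipy 1.17.1 (Python 3.11.15, numpy 2.4.6, pandas 2.3.3). Principal components were computed on centered log2 values.

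With the exceptions named next, the comparisons, the tests, the gene lists, the rule for naming genes and the alternatives were chosen before the data were examined. Chosen only after values were seen were clustering and principal components on the probes with the smallest p, the ratio of the groups' mean linear signals as a fold, the relation of the squamous epithelium score to single genes, the test of the globin switch, the correlations between effects and the genes of the Y chromosome. The alternatives were normexp background correction with an offset of 50, scaling to the median, quantile normalization, a filter that kept 17149 probes, outlier spots kept, the deposited values without scaling, a fit of the compared groups only, moderation with a trend and a robust prior, no moderation, weights from the error model, a test with the error model only, slide as a fixed or random block, replicate number as a block, a threshold of 0.05, the mean over the probes of a gene, and leaving out each animal in turn. The scan date could not be separated from the slide and was not used as a block. The error-weighted analysis of the paper's methods and its network analysis were not repeated. Replicate numbers do not pair the animals. After subtracting group means, arrays with the same number had correlations across probes from −0.17 to 0.12, and 1 of 10 such pairs was above 0.1.

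The test was tried on simulated data with the spread of these arrays and no change, where limma called 0 probes in each comparison, and the test with the error model alone called between 3812 and 3904.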

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

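The relation of the squamous epithelium score to the levels of 5 genes, and the choice of HOXD13 and HOXB13, came only after the results were seen; the other tests reported here were set earlier.

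In groups of 4 or 5 animals, a single animal lay apart from the others, by Dixon's ratio of its gap to the group's range, in 4 of 142 groups examined. Chance gives about 1 in 20 groups. SULT1E1 in GD100 control replicate 1 had a ratio of 0.805, with a log2 signal of 13.77 against 15.55 to 15.98 in the others. ABHD1 in GD165 control replicate 6 had a ratio of 0.935, with 7.68 against 8.40 to 8.45. The cell cycle score of GD165 control replicate 5 had a ratio of 0.972, at −0.37 against −0.88 to −0.87. The skeletal muscle score of GD100 BPA replicate 1 had a ratio of 0.772, at 0.21 against −0.90 to −0.65. The 75th percentile of the signal, the share of spots well above background and the number of outlier spots, each examined in 3 groups, set no animal apart (0 of 9). No biological explanation was tested for these animals, and a difference in the tissue taken was not tested for them.

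GD165 control replicate 5 also had the highest skeletal muscle score of the GD165 controls, 2.60. Skeletal muscle tissue in the samples is a candidate explanation for the rise of the myosin and creatine kinase genes. The 23 skeletal muscle genes that the study does not name had a median log2 fold change of 0.53 (camera p = 0.016), with p = 0.0554 under fry and 0.371 with the estimated correlation. These tests differ in their call, and each asks only whether the list rose, which either explanation allows. Muscle tissue in the sample and a change within the uterus with age thus cannot be told apart by them. The score also varied within an age and treatment. GD165 BPA replicate 5 was at 2.28, and GD165 BPA replicates 3 and 4 were at 0.0011 and −0.14.

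The effect of BPA differed between GD165 and GD100 for 3 lists in camera's test of the interaction. Each value is the median of the differences between the log2 fold changes at the 2 ages. It was 0.21 for the cell cycle list (39 of 50 genes higher, adjusted p = 2.1e-05), −0.82 for the erythroid list (22 of 24 lower, adjusted p = 2.0e-04) and −0.81 for the squamous epithelium list (26 of 30 lower, adjusted p = 1.5e-04). None was called by fry (adjusted p = 0.953, 0.334 and 0.438) or with the estimated correlation (0.862 for each). At GD165 alone, the cell cycle list had a median of 0.20 in BPA-exposed fetuses (camera adjusted p = 2.2e-07), the erythroid list −0.59 (adjusted p = 0.0033) and the squamous epithelium list −0.89 (adjusted p = 2.2e-07), and none of these was called by fry or with the estimated correlation. The scores per animal did not differ between the groups at GD165 (exact permutation tests, two-sided p = 0.457, 0.171 and 0.143). Leaving out single animals moved the cell cycle median from 0.042 (without GD165 BPA replicate 5, adjusted p = 0.209) to 0.36, over a range of adjusted p down to 4.4e-18, and the erythroid median from −0.81 to −0.39, the latter without GD165 BPA replicate 4 (adjusted p = 0.0874). The erythroid list also lost its call without GD165 control replicate 6 (median −0.39, adjusted p = 0.131), with slide as a fixed block (median −0.23, adjusted p = 0.0681) and with replicate number as a block (median −0.35, adjusted p = 0.0834). For the interaction the real count of probes past the threshold is 0, so every regrouping gives at least as many (100 of 100) and this tally decides nothing. At an unadjusted p of 0.05, 13 of 100 regroupings gave as many as the real 1584 probes, so chance cannot be excluded for that count.

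The fall of the squamous epithelium list goes with falls of TFAP2C, which the list holds, and of HOXA13. A smaller share of cervical or vaginal tissue in the GD165 BPA samples is a candidate explanation. The 28 genes of the list that the study does not name had a median log2 fold change of −0.85 (camera p = 1.3e-06), with p = 0.0504 under fry and 0.125 with the estimated correlation. GD165 control replicate 6 had a score of 2.08, and without it the list's median was −0.47. Among abundant keratin genes, KRT5 fell by 1.12 and KRT14 by 1.27 on the log2 scale. Over the 7 GD165 arrays, the score had no detectable relation to HOXA13 (Pearson's r = 0.12, permutation p = 0.821; Spearman's rho = 0.14, permutation p = 0.783). For SST, r was 0.84 (permutation p = 0.0196, adjusted over 5 relations 0.0982) and rho 0.68 (permutation p = 0.110), and r was 0.48 without the 2 arrays farthest from the median score, where the r of HOXA13 was 0.36, of CLIC6 0.75, of CXCL14 0.53 and of CDH4 0.59. The other relations tested were CLIC6 (r = 0.53, permutation p = 0.181; rho = 0.82, permutation p = 0.0341, adjusted 0.171), CXCL14 (r = 0.33, permutation p = 0.531; rho = 0.39, permutation p = 0.396) and CDH4 (r = 0.40, permutation p = 0.423; rho = 0.43, permutation p = 0.354). Of other HOX genes of the same group, HOXD13 and HOXB13, picked after the results were seen, had log2 fold changes of −1.54 and −0.86. No HOXC gene fell as far, since the lowest log2 fold change of the 9 HOXC genes was −0.31. The tests disagree on whether the list fell, and a fall alone would not separate the tissue taken from an effect of BPA. For TFAP2C and HOXA13 these explanations cannot be told apart.

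Between GD165 and GD100 controls, 3 lists that the paper does not discuss were called by camera. The smooth muscle list had a median log2 fold change of 0.69 with 15 of 15 genes higher (adjusted p = 8.2e-07, fry 6.1e-04, estimated correlation 0.204), and 6 genes passed the threshold over all probes and 7 when adjusted over the list alone. The squamous epithelium list had a median of 0.72 with 24 of 30 genes higher (adjusted p = 3.9e-04, fry 0.0245, estimated correlation 0.299), with 1 gene past the threshold over all probes, and 0.37 without GD165 control replicate 6. The scores of that list overlapped between the ages (exact permutation test, two-sided p = 0.0317). The glucocorticoid response list had a median of 0.64 with 17 of 21 genes higher (adjusted p = 9.1e-05, fry 1.6e-05, estimated correlation 0.0505), and 10 genes, 8 of them higher, passed over all probes and 17 when adjusted over the list alone. No technical explanation was tested for the smooth muscle list, and growth of the muscle layer with age stays among the open explanations as untested.

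The paper reports ZBTB16 among the genes that rose at GD165. A response to glucocorticoids around delivery is a candidate explanation for it, and it may also be a change with age itself. The 20 glucocorticoid response genes other than ZBTB16 had a median log2 fold change of 0.64 (camera p = 1.7e-04, fry 1.4e-05, estimated correlation 0.0217), which the explanation needs. The arrays cannot separate a response to handling at delivery from a change during gestation, since each age was collected at its own delivery.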

How the results depend on the processing

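Clustering and principal components on the probes with the smallest p, and the ratio of mean linear signals in place of the difference of mean log2 signals, were chosen only after values were seen; the other settings were set earlier. With that ratio, 56 of 57 log2 fold changes of genes moved by less than the SD between animals, and ACTA1 moved to 7.00.

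Between GD165 and GD100 controls, the number of probes past the adjusted p of 0.01 (2328) stayed within 1.5 times of its value in 17 of 24 alternatives. It was 9970 with the error model only, which leaves out the spread between animals, 4279 at a threshold of 0.05, 1525 with the deposited values without scaling, 1233 with slide as a fixed block and 1172 with the compared groups only. Over the animals left out it ranged from 1512 (without GD165 control replicate 6) to 2271. With replicate number as a block, which the numbers do not justify since they pair no animals, it was 0 in limma, with 3994 probes at an unadjusted p of 0.05. The smallest adjusted p was 0.0957. Of the 1233 probes with slide as a block, 1126 were shared with the 2328 (48.4%), so a difference between slides was not the whole cause of the count. Of 100 regroupings of the 9 arrays, 1, the real one, gave as many probes, so chance can be excluded. For the other changes of this count the cause was not tested.

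At GD100, BPA against control gave 0 probes in limma in 23 of 25 alternatives, 1 with the compared groups only and 3653 with the error model only. At GD165 the count of 0 held in 18 of 22 alternatives, was 5241 with the error model only, and ranged from 0 to 1 over the animals left out. The interaction gave 0 in 29 of 31, 5115 with the error model only, and 0 to 1 over the animals left out. At an unadjusted p of 0.05 the counts in limma were 767, 1740 and 1584. Because the real count past the threshold is 0, every regrouping gives at least as many, 100 of 100 at GD100 and 35 of 35 at GD165, and this tally decides nothing. At the unadjusted p of 0.05, 46 of 100 regroupings at GD100 and 11 of 35 at GD165 gave as many probes as the real one, so chance cannot be excluded there. The error model test called more probes by its construction, and its cause beyond that was not tested.

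Among the 32 genes between the ages that are reported here, 647 of 736 values under alternatives kept direction and side of the threshold, 81 lost the call and 8 gained it. Of the 81, 26 came with replicate number as a block. Among the 30 genes reported here for BPA at GD165, 603 of 631 values were the same, 27 gained the call, all with the error model only, and HOXC10 reversed to −0.028 with normexp background correction. The cause of this reversal was not tested.

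For the 11 lists between the ages, 260 of 275 values were the same. The leukocyte list (median 0.56) lost its call only in the estimated correlation among the settings run. The HOX median (0.014) reversed to −0.037 with median scaling, −0.062 with quantile normalization, −0.099 with slide as a fixed block, −0.016 with slide as a random block and −0.015 with replicate number as a block, and ranged from −0.079 to 0.11 over the animals left out. It lies close to 0 and its cause was not tested.

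For the 11 lists between BPA and control at GD165, 201 of 253 values were the same, 11 lost the call, 19 gained it and 22 reversed. The HOX list (0.075) gained a call with the filter on dim probes (0.14), the compared groups only (0.075), slide as a fixed block (0.20), slide as a random block (0.072) and replicate number as a block (0.17). Over the animals left out its median ranged from 0.043 to 0.18 and its camera adjusted p from 0.0219 to 0.289, so a call was gained there too. Over all alternatives its adjusted p ranged from 0.0064 to 0.732. The WNT and FZD median (−0.052) reversed to 0.0020 with quantile normalization, 0.11 with the deposited values and 0.065 with slide as a fixed block, and ranged from −0.17 to 0.038 over the animals left out. With slide as a fixed block the glucocorticoid response median was −0.053, the leukocyte median −0.053 and the skeletal muscle median 0.062. The glucocorticoid response median was −0.10 with slide as a random block and −0.0032 with normexp. The MHC median was 0.26 with replicate number as a block. With the deposited values it was 0.045, and the estrogen response median was 0.081. Over the animals left out, the MHC median ranged from −0.47 to 0.11, the leukocyte median from −0.13 to 0.22, the skeletal muscle median from −0.72 to 0.021, the glucocorticoid response median from −0.092 to 0.072 and the estrogen response median from −0.056 to 0.067. With the deposited values without scaling the median log2 fold change of all probes was 0.13 at GD165 BPA, where it was −0.025 with scaling, and 0.16 in the interaction, where it was −0.036, and list values in that setting are to be read relative to it. For the other settings the cause was not tested.

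The scan date as a block was not run, because it could not be separated from the slide. Signal to background of 17.3 to 23.9 limits what is seen of dim probes: with normexp, whose offset of 50 compresses low signals, the log2 fold change of CRYGC was −0.81 and that of OIT3 −0.99.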

Differences from the paper's values

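The use of the probes with the smallest p and the ratio of mean linear signals were chosen only after the values were seen; the other alternatives were set before the data were examined.

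A fold change or a mean intensity is taken to differ from the paper's when they are over 1.5 times apart and by more than the SD between animals, or over 1.5 times apart alone where arrays not well above background widen that SD. A count or a share of variance differs when over 1.5 times apart, and a fold given as a bound when over 1.5 times the paper's.

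The paper reports a fold change of 19.27 for MYH8 between GD165 and GD100 controls, and the value here is 63.0. Of 23 alternatives, 6 do not differ from the paper's value: normexp, quantile normalization, weights from the error model, the error model only, slide as a fixed block and leaving out GD165 control replicate 5. For MYL1 the paper's fold is 16.74 and the value here is at least 34.9; 2 of 17 alternatives do not differ, normexp and leaving out GD165 control replicate 5. For ZBTB16 the paper's fold in Table S1 is 18.83 and the value here is 8.22, and 0 of 23 alternatives come within it. For PCDH8, well above background on 2 of 4 GD165 arrays, the paper's signed fold is −9.86 and the value here is −24.3, with 0 of 23 alternatives not differing. The ratio of mean linear signals, a setting chosen after seeing the values, gave −13.2 for PCDH8, which does not differ; with it MYH8 (158), ZBTB16 (8.64), SLN (160) and SST (−43.6) differ.

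The paper reports 3645 probes changed between the ages, and limma gave 2328. In 6 of 24 alternatives the count lies within 1.5 times of the paper's: normexp (2493), the filter on dim probes (2555), moderation with a trend and robust prior (2624), weights from the error model (2538), slide as a random block (2474) and the threshold of 0.05 (4279). The paper reports 406 probes changed at least 2-fold and limma gave 913, with 0 of 23 alternatives not differing.

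At GD100 the paper reports 84 genes that differ between BPA and control and 5 that changed more than 2-fold, and limma gave 0 and 0, with 767 probes at an unadjusted p of 0.05. Of the alternatives, 0 of 25 and 0 of 24 do not differ; the error model only gave 3653, of which 316 changed at least 2-fold. At GD165 the paper reports 883 probes and 179 that changed at least 1.5-fold, and limma gave 0 and 0, with 1740 at an unadjusted p of 0.05. Here 0 of 22 and 0 of 21 do not differ; the error model only gave 5241, of which 1498 changed at least 1.5-fold.

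The first principal component holds about 69% in Fig. 3A, read by eye, and 40.8% here. Both alternatives, the probes well above background (47.6%) and the probes past the threshold (81.9%), lie within 1.5 times of it. It holds about 67% in Fig. 5A, read by eye, and 25.9% here, and the probes well above background (25.1%) differ too. The 883 probes with the smallest p, a setting chosen after seeing the values, gave 62.9%, and 77.1% for 3645 probes between the ages. The paper's text gives no share for any component and does not name the probes used, so the cause of these differences stays open.

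The other values are 48 of 52 fold changes and all 24 of 24 mean intensities, none of which differ by the tolerance given above. Some of these folds, not given as bounds, are over 1.5 times apart and within the SD between animals: SLN (18.39 in the paper, 60.8 here), and with BPA at GD165 the signed folds of SST (−9.05 in the paper, −19.8 here), CLIC6 (−4.89 and −9.13), TFAP2C (−3.06 and −5.12) and HOXA13 (−3.13 in Table 3 and −3.31 in Table S1, −5.58 here). With the ratio of mean linear signals, chosen after seeing the values, CLIC6 was at −6.03, TFAP2C at −4.07 and HOXA13 at −3.88, all within 1.5 times of the paper's. Of the 47 folds not given as bounds, 9 were over 1.5 times apart from the paper's by the difference of mean log2 signals and 4 by this ratio.

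The paper lists CKM and MYL1 as changed with age, and both were short of the adjusted p of 0.01 here (0.0112 and 0.0207). CKM passed with the filter on dim probes, with moderation by a trend and robust prior, with the error model only and without GD165 control replicate 3, and MYL1 with the error model only. Of the 30 genes reported here for BPA at GD165, which the paper lists as changed except for a few it only discusses, 27 passed with the error model only and none (0) in limma, where the smallest adjusted p was 0.118.

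The paper states that most genes of the TNF network rose at least as much as TNF itself, which it gives as almost 3-fold. Of the 18 MHC genes on the array, 8 rose at least 3-fold. The genes of the network were not tallied here, so the MHC count cannot decide that statement. The paper states an overall rise of WNT-related transcripts in BPA-exposed fetuses at GD165. Its altered genes of this kind in Table 4, WNT2, WNT4, WNT5A and FZD2, were also higher here, at 1.13, 0.66, 0.37 and 0.20 on the log2 scale. Of all 29 WNT and FZD genes on the array 12 were higher and 17 lower. Only 13 of 19 WNT and 9 of 10 FZD genes were well above background on all GD165 arrays. The tally of the whole family therefore cannot decide that statement.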

Other observations

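The test of the globin switch and the setting with the probes of smallest p were chosen only after the results were seen, as were the correlations between effects and the genes of the Y chromosome.

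HBB rose 87.9-fold between GD100 and GD165 controls. More red blood cells as the whole cause would raise the other erythroid genes too, and the 23 other genes had a median log2 fold change of −0.15 (camera p = 0.102, fry 0.169, estimated correlation 0.465), with ALAS2 at −0.17 and SLC4A1 at −0.051. The list shows no rise of the kind that this explanation needs. A switch from the gamma to the beta chain of globin is a candidate explanation. The gamma chain probe without a saturated array, HBG1, had a log2 fold change of −0.78 (standard error 0.53, adjusted p = 0.344), HBA2 of 0.034, HBE1 of −1.55 (adjusted p = 0.156) and HBM of −2.01 (adjusted p = 0.0509). The other HBG1 probe, saturated on 1 array, was at −1.02 (adjusted p = 0.272), and HBG2, saturated on 7 arrays, at −1.04 (adjusted p = 0.260). All gamma chain probes were lower at GD165 and none passed the threshold, so the switch stays open.

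More leukocytes in the GD165 samples would raise leukocyte genes outside the MHC, and 34 such genes had a median log2 fold change of 0.56 (camera p = 2.0e-07, fry 0.00103, estimated correlation 0.0970). The rise of the MHC genes is consistent with more leukocytes at GD165 under camera and fry, and not past 0.05 with the estimated correlation. LYZ, among the most abundant of these genes, rose by 1.99 on the log2 scale. A higher expression of MHC genes in uterine cells was not tested.

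A test whose error comes from the error model only called 5241 probes between BPA and control at GD165. It also called 3653 at GD100, and in the 34 other regroupings of the GD165 arrays it called 3266 to 5893, with 9 of 35 regroupings as large as the real one. The error model without the spread between animals may account for a count as high as the paper's. The test called far more probes than the paper reports at both ages, so it cannot be told apart from other choices of the paper's analysis.

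Choosing probes by the comparison itself separates groups by construction. With the 883 probes of smallest p, 34 of 34 other regroupings of the 7 GD165 arrays were also separated by clustering, and 11 of 35 had a first component as large as the real one.

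Between BPA and control at GD165, the lists not reported above had these medians: smooth muscle −0.19 (adjusted p = 0.241), skeletal muscle −0.28 (0.619), MHC −0.11 (0.924), leukocyte 0.053 with a mean of −0.018 (0.452) and glucocorticoid response 0.00010 with a mean of −0.014 (0.924). The MHC, leukocyte, skeletal muscle and glucocorticoid response medians changed sign under some alternatives. With one animal left out, the smooth muscle median ranged from −0.32 to −0.099 and its camera adjusted p from 1.7e-04 to 0.983. The adjusted p ranged from 5.0e-05 to 0.519 for skeletal muscle, 1.8e-04 to 0.937 for leukocyte and 0.0186 to 0.975 for MHC. Whether these lists were called thus depended on single animals. Between the ages, the HOX list had a median of 0.014 (19 higher, 18 lower, 6 past the threshold, camera adjusted p = 0.583) and the WNT and FZD list −0.069 (12 higher, 17 lower, 4 past the threshold, adjusted p = 0.299); the HOX median changed sign with the scaling.

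Across the 20217 probes, which are not independent replicates, the effect of age and the effect of BPA at GD165 had a Pearson's r of −0.32. Both use the GD165 controls, and 20 simulations with no effect gave −0.51 to −0.46. The effects of BPA at GD100 and GD165, which share no arrays, had an r of −0.059 (simulated −0.043 to 0.036). The effect of age and the effect of BPA at GD100 had an r of 0.11 (simulated 0.44 to 0.49). The simulations drew noise for each probe independently and held no effect of age. Their ranges therefore cannot decide whether any of these correlations reflects BPA.

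The probe of RPS4Y1, a gene of the Y chromosome, was well above background on 0 of 17 arrays. The probes of DDX3Y, UTY and EIF1AY were well above background on 17 of 17, with signals of 1124 to 2008, 577 to 989 and 369 to 1020.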
